# Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq

**DOI:** 10.1186/s12864-014-1195-4

**Published:** 2015-02-05

**Authors:** Janus S Jakobsen, Frederik O Bagger, Marie S Hasemann, Mikkel B Schuster, Anne-Katrine Frank, Johannes Waage, Kristoffer Vitting-Seerup, Bo T Porse

**Keywords:** ChIP-seq, Pico-scale, Histone mark, Transcription factor, Epigenetic profile

## Abstract

**Background:**

Chromatin-Immunoprecipitation coupled with deep sequencing (ChIP-seq) is used to map transcription factor occupancy and generate epigenetic profiles genome-wide. The requirement of nano-scale ChIP DNA for generation of sequencing libraries has impeded ChIP-seq on *in vivo* tissues of low cell numbers.

**Results:**

We describe a robust, simple and scalable methodology for ChIP-seq of low-abundant cell populations, verified down to 10,000 cells. By employing non-mammalian genome mapping bacterial carrier DNA during amplification, we reliably amplify down to 50 pg of ChIP DNA from transcription factor (CEBPA) and histone mark (H3K4me3) ChIP. We further demonstrate that genomic profiles are highly resilient to changes in carrier DNA to ChIP DNA ratios.

**Conclusions:**

This represents a significant advance compared to existing technologies, which involve either complex steps of pre-selection for nucleosome-containing chromatin or pre-amplification of precipitated DNA, making them prone to introduce experimental biases.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-014-1195-4) contains supplementary material, which is available to authorized users.

## Background

Genomic mapping of histone modifications, their writers, readers and erasers as well as transcription factors (TFs) has become a house-hold approach to study the genome-wide regulation of gene expression programs [1,2]. The most widely applied method to generate such global mapping data is Chromatin ImmunoPrecipitation coupled with high-throughput sequencing (ChIP-seq), which however generally requires millions of cells as input material (e.g. [3]). Scarcity of cells in distinct, isolated *in vivo* populations such as phenotypically defined hematopoietic stem and progenitor cells has thus hampered direct experimentation on these. Examining such sub-populations is of intense interest for the elucidation of mechanisms governing lineage choice and commitment as well as transcriptional de-regulation in disease. Some researchers have cultured harvested cells to achieve sufficient cell numbers and performed ChIP-seq on cells undergoing differentiation *in vitro*, but this approach can give rise to biases due to culture conditions (e.g. [4]). Recent advances in the methodology have demonstrated successful ChIP-seq on very limited cell numbers [5,6]. However, these techniques are impeded by additional rounds of pre-amplification, potentially making them prone to introduce artifacts. One of these methods was established on cultured cells [6], while the other is limited to showing ChIP-seq with antibodies against histone modifications [5], yielding significantly more immunoprecipitated DNA than ChIP with antibodies to transcription factors. Furthermore, the complexity and cost of pre-amplification deters the implementation of the existing methods in many laboratories. Another recent method uses an elegant step of pre-ChIP indexing of Histone 3 containing chromatin fragments, allowing downstream distinction of input material [7]. The mixed inputs may thus function as mutual carriers during single-tube, small cell number ChIP. Importantly, the indexing step selects against nucleosome-poor genomic regions, making this approach less useful for unbiased investigation of genome-wide TF occupancy.

Here, we describe a straightforward and versatile work-flow for both transcription factor and histone mark ChIP-seq on low abundance cell populations isolated directly from the *in vivo* setting. A key element is the introduction of bacterial carrier DNA at the amplification step. This eliminates the previous need for pre-amplification and makes possible robust generation of sequencing libraries from picogram amounts of ChIP DNA.

## Results

### Histone mark ChIP-seq of hematopoietic cell populations

The scarcity of biologically relevant *in vivo* material is often barring global level investigations into normal development as well as the aberrant regulation behind cancer and other complex diseases. Of particular interest are the genome-wide binding patterns of transcription factors and the associated epigenetic profiles, which may pinpoint aberrant molecular mechanisms underlying transcriptional dysregulation and development of disease. Here, we use a standard FACS regimen (Additional file 1: Figure S1) to isolate a specific hematopoietic GMP-blast population from *Cebpa*^*p30/p30*^ mice expressing a truncated variant of the myeloid transcription factor CEBPA [8]. These mice develop acute myeloid leukemia with complete penetrance, and have been studied in detail [9-12]. However, the precise molecular dysregulation driving leukemogenesis remains obscure. We therefore developed a ChIP-seq assay compatible with the numbers of isolated leukemic cells from the *in vivo* context.

First, we optimized our ChIP protocol for small cell numbers, which is described in detail here for clarity. Immediately after the sorting procedure, isolated cells were exposed to formaldehyde for cross-linking chromatin-associated proteins to the DNA, washed and snap frozen in liquid nitrogen. Next, they were subjected to sonication to break the chromatin into suitably sized fragments (Figure 1 and Methods). We found that careful inspection of the DNA size distribution of each batch of chromatin was useful to prevent further processing of low quality samples. This was achieved either by processing a parallel sample of c-Kit enriched BM cells, providing a sufficient cell number for standard gel electrophoresis, or by direct inspection of each sample using the Bioanalyzer DNA1000 assay (Methods and (Additional file 2: Figure S2)). Chromatin from roughly 125,000 cells, equivalent to 250–300 ng of naked DNA, was used as input for each ChIP experiment with antibodies against the histone marks H3 Lys27 trimethylation (H3K27me3) or H3 Lys4 trimethylation (H3K4me3), performed in siliconized tubes with optimized washing conditions and titrated antibody and antibody-binding beads (Methods). Utilizing a thorough approach of extended protein degradation and de-crosslinking steps, as well as phenol-chloroform extraction for retrieving ChIP DNA ensured robust high recovery. This approach allowed us to effectively enrich for genomic sequences associated with either H3K27me3 or H3K4me3 as assessed by quantitative PCR (qPCR) (Additional file 3: Figure S3). The H3K27me3 ChIP produced ca. 2 ng of DNA for each sample. By making minor but important changes to the standard Illumina protocol, we were able to consistently amplify the 2 ng ChIP DNA to generate libraries for high-throughput sequencing (Methods). The H3K4me3 ChIP yielded an amount of DNA below the effective range of standard absorbance or fluorescence assays. We circumvented this obstacle by taking advantage of the fluorescence Nanodrop instrument, which allows reliable detection of DNA down to 5 pg/ul in a 1 ul sample volume (Additional file 4: Figure S4). With this approach, H3K4me3 ChIP DNA was measured to ca. 700 pg DNA, which we pooled to obtain the 2 ng sufficient for robust amplification (Methods). Using the Illumina Hiseq platform, we deep sequenced two libraries derived from two biologically independent samples for each of the two histone marks (Additional file 5: Table S1). We processed the aligned reads into genomic coverage profiles using standard procedures (Methods). Visual analysis of the profiles suggested a good concordance with previous findings [5,13], showing enrichment of the H3K27me3 mark in gene bodies, intergenic regions as well as promoters and H3K4me3 in gene promoter regions (Figure 2A). A quantitative analysis mapped H3K27me3 reads as 6% in promoter (5’ proximal) and 56% in gene body locations (intronic/exonic), while 21% of H3K4me3 reads resided in promoters (Figure 2B). Promoter H3K4me3 modifications were positively and H3K27me3 negatively correlated with activity of associated genes, as observed previously (e.g. [5,13-17]) (Figure 2C). Finally, we assessed the reproducibility of our ChIP-seq approach by comparing coverage in promoter regions from two biologically independent replicates and found a high degree of correspondence, both by visual inspection (example in Figure 2A and E) and quantitative measures (Figure 2D). In the examined cell type, we observe a near mutually exclusive pattern of H3K4me3 and H3K27me3 marks in promoters (Figure 2E), as opposed to e.g. embryonic stem cells displaying a set of double-marked promoters at poised genes, a hall-mark of the undifferentiated state [18,19].

**Figure 1:**
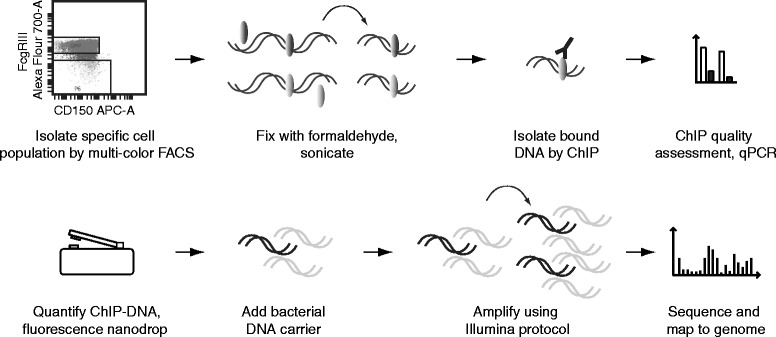
**Generation of genomic coverage maps of DNA-associated proteins from rare, isolated cell populations.** Schematic depiction of small-scale ChIP-seq workflow, including pico-gram DNA quantification and addition of fragmented bacterial DNA carrier. ChIP’ed DNA in black, carrier-DNA in light grey.

**Figure 2:**
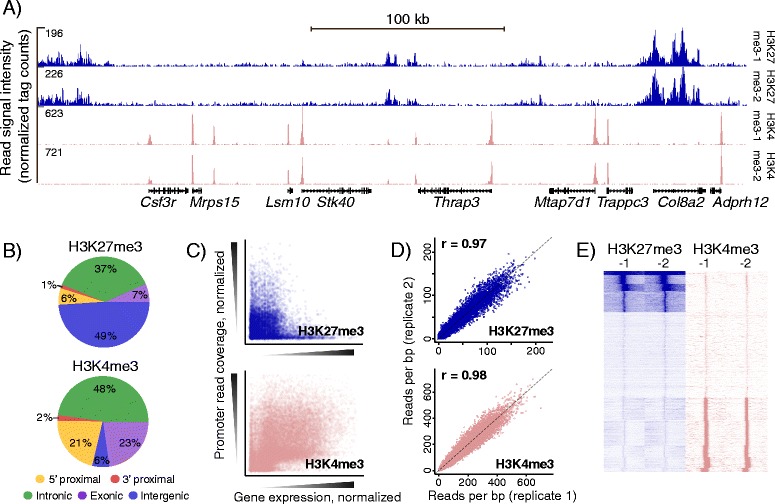
**Validation of small-scale ChIP-seq histone mark maps. (A)** Two H3K27me3 and H3K4me3 profiles and Refseq gene positions across a 400 kb region on chromosome 4. **(B)** Genomic distribution of all mapped reads, rounded numbers. **(C)** Scatterplots of promoter histone methylation and mRNA expression in GMP-phenotype blast cells. Each data point represents a single gene. Quantile normalized. **(D)** Quantitative comparisons of promoter read coverage (reads per kilobase) from two independent biological replicates of each histone modification using 1-kb TSS centered bins. Quantile normalized, 1/1 diagonal indicated by dashed line (r = pearson correlation coefficient, calculated on normalized data, 1 outlier pre-filtered). **(E)** SeqMiner cluster heatmaps showing signal intensities for both replicates of H3K27me3 and H3K4me3 in a 20000 bp region centered on Refseq TSS positions.

### Transcription factor ChIP-seq of specific, isolated cell populations

Chromatin-associated proteins with limited genomic distributions generally yield less ChIP DNA when compared to chromatin components showing broader distributions. This is in line with our observations for H3K4me3 versus H3K27me3 modifications, with characteristic peak-like and broad distributions, respectively (e.g. [13]). Accordingly, we expected transcription factor ChIP to yield even less output DNA. To address this issue we used a larger input cell number. We performed ChIP with antibodies against CEBPA, a transcription factor known to be expressed in the GMP blast population [10], using chromatin from 250,000 or 500,000 cells, corresponding to 500–1000 ng input DNA per sample. By performing qPCR for amplicons covering known CEBPA target sequences, we verified the quality of the immuno-precipitation step (Additional file 3: Figure S3). Utilizing the fluorescent nanodrop, we measured the ChIP DNA yields of down to 250 pg (250,000 cells), an amount prohibitive for standard use as a starting point for Illumina amplification.

We reasoned that an absolute loss during the amplification procedure could be ameliorated by adding a DNA carrier. First, we set out to test the use of a synthetic 120-mer oligo devoid of the terminal 3’-OH group, which would prevent ligation to the amplification adaptors and hence preclude amplification during the PCR step. This gave rise to unacceptable biases as displayed by non-linear amplification of CEBPA enriched regions (data not shown), probably due to low complexity of the DNA pool during PCR amplification. We next hypothesized that addition of complex carrier DNA that could be amplified would be ideally suited to surpass this problem. Hence, we performed an in silico mappability test of 10 million 50-bp randomly extracted *E. coli* sequences, of which 0 mapped to the mouse genome and 14457 (<0.15%) to the human counterpart (Additional file 6: Additional Methods). Adding fragmented bacterial DNA (1700 pg) to the CEBPA ChIP DNA (ca. 300 pg) produced the 2 ng established to perform robustly in amplification. By deep sequencing the resulting compound library, we were able to map up to 20% of the obtained sequences to the mouse genome (Additional file 5: Table S1). This corresponded with the ratio between ChIP DNA and bacterial carrier and typical ChIP-seq mapping frequencies. 

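The CEBPA-1 library was prepared from CEBPA ChIP on 250000 GMP-blasts, the leukemic granulocyte-macrophage progenitors of *Cebpa* p30/p30 mice, with 300 pg ChIP DNA and 1700 pg bacterial carrier. The paper describes the cells as derived from transplanted fetal livers, whereas the deposited sample labels name floxed p30 mice with Mx-cre. By the paper's Table S1, 52859119 reads were obtained from it and 9260778 of these mapped to the mouse genome, a share of 17.5%. From the uniquely mapped reads the authors called peaks with MACS2 against an IgG mock ChIP-seq data set, kept those past the fold and q-value cut-offs given in the Methods, and deposited the start and end of each peak in the mm9 assembly. The list carries no height, fold or q-value per peak, so the number of reads behind a single peak is not known. It comes from 1 library, so none of the values has a replicate error. Confidence intervals of shares are 95% Wilson intervals and cover counting error only.
The list held 25713 peaks on 21 chromosomes, which together cover 7640049 bp. The median peak width was 256 bp (95% confidence interval from order statistics 254 to 258 bp), with quartiles of 194 and 353 bp and a range from 104 to 1889 bp. No peaks overlapped, and the closest pair was separated by 46 bp. On the autosomes alone there were 25181 peaks with a median width of 257 bp. Keeping only peaks at or above the median width, used in place of a stricter set in the absence of a score, left 12925 peaks. In 4 groups of peaks from narrowest to widest, the CEBPA motif described below was held by 36.79%, 43.46%, 43.78% and 30.15%. The widest peaks held it least often, but only the 200 bp around the midpoint were searched, a smaller part of a wide peak. Whether width measures strictness therefore stays open.
Positions were compared with the RefSeq TSS regions that the authors deposited, 23338 regions of 1000 bp centered on the TSS of the longest isoform of coding genes. Of these, 145 repeat another region exactly. To compare with chance, all peaks of a chromosome were rotated together by a random offset, which keeps the spacing of the peaks and of the genes.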

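A CEBPA-1 peak was counted at a TSS when it overlapped a TSS region by at least 1 bp. This was the case for 4237 peaks, or 16.5% (95% confidence interval 16.0% to 16.9%). Over 100000 rotations the share averaged 1.15% and never exceeded 2.2%, so the observed share was 14.3 times the rotated mean (one-sided permutation test, p = 1e-05, the smallest p the rotations can give). Seen from the genes, 4297 TSS regions held a peak, or 18.4% of all regions, against 1.295% after rotation (one-sided permutation test, p = 1e-05). The choice that moved these shares most was the size of the TSS region. With 5000 bp to each side of the TSS, 32.5% of the peaks and 31.2% of the regions were counted, against 8.53% and 8.7% after rotation (permutation p = 0.0001 for both, the smallest p that 10000 rotations can give).
The median distance from a peak midpoint to the nearest TSS was 15939 bp. After rotation this median averaged 63140 bp and ranged from 48260 to 76080 bp (one-sided permutation test, p = 1e-05). Among the peaks at or above the median width the distance was 11521 bp. Peaks within 10 kb of a TSS made up 41.4% of the list and peaks within 50 kb 75.3%.
Peaks at a TSS were wider than the other 21476 peaks, with median widths of 352 and 245 bp and a log2 difference of 0.52 (two-sided permutation test of the peak labels, p = 1e-05, the smallest it can give; peaks of 1 library are not replicates). The log2 difference fell to 0.34 when TSS regions reached 2500 bp to each side.
The region of chromosome 4 around *Csf3r*, from 125699794 to 125820273, held 5 peaks. The peak from 125701638 to 125702465 covered the TSS of *Csf3r* (ENSMUSG00000028859). A pair of peaks, from 125742535 to 125742831 and from 125744711 to 125744958, lay in introns of *1810007P19Rik* (annotated as *Oscp1*, ENSMUSG00000042616). The peak from 125780279 to 125780687 lay upstream of *Stk40* (ENSMUSG00000042608), with its midpoint 718 bp from the TSS, and the peak from 125787850 to 125788086 in an intron of the same gene.

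**Figure D1:**
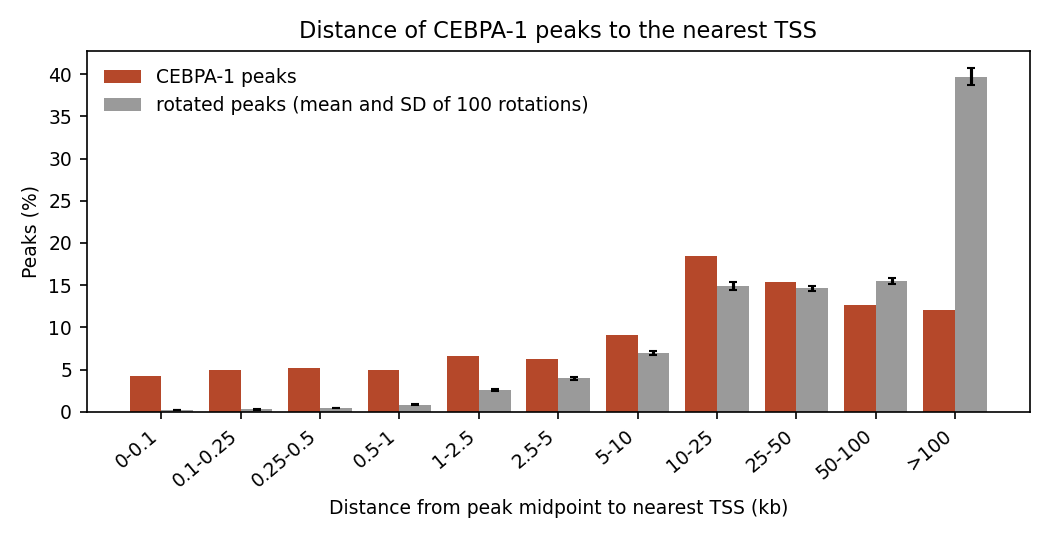
Share of CEBPA-1 peaks (%) by distance from the peak midpoint to the nearest TSS (kb). Red bars are the peaks, grey bars the mean of 100 rotations with error bars of 1 SD. Within 100 bp of a TSS lie 4.3% of the peaks and 0.179% of the rotated peaks, and beyond 100 kb 12.1% and 39.7%.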

CEBPA peaks were observed in promoter proximal positions characteristic of many transcription factors (e.g. [20]) (Figure 3A). Quantitative assessment of CEBPA peak positions revealed a genomic distribution analogous to a thoroughly validated CEBPA ChIP-seq dataset obtained with liver cells (Figure 3B) [21]. 

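Each CEBPA-1 peak was assigned by its midpoint to a single class, using the authors' TSS regions and the coding transcripts of GENCODE vM1, which is annotated on the same assembly. A midpoint within 500 bp of a TSS was called 5' proximal, a midpoint within 500 bp of a transcript end 3' proximal, and the others exonic, intronic or intergenic in that order of preference. The 5' proximal class held 3720 peaks, or 14.5% (95% confidence interval 14.0% to 14.9%), against a mean of 0.892% over 200 rotations. Introns held 9625 peaks, or 37.4% (36.8% to 38.0%), slightly above the highest of 200 rotations (37.3%, mean 35.5%). Intergenic positions held 10813 peaks, or 42.0% (41.4% to 42.7%), below all 200 rotations, whose lowest share was 57.5%. Exons held 830 peaks, or 3.23% (3.02% to 3.45%, rotated mean 1.89%), and the 3' proximal class 725 peaks, or 2.82% (2.62% to 3.03%, rotated mean 2.0%). The class that moved most with the definition was the 5' proximal one, which held 26.0% of the peaks when it reached 2500 bp to each side of the TSS. With this definition introns held 31.5%, below the lowest rotation (32.8%). The direction of the intronic share of all peaks therefore depends on the definition. The wider 5' proximal class took 26.0% of the peaks but a mean of 4.31% of the rotated peaks, which leaves fewer peaks for introns. The share of all peaks thus does not tell whether introns are favoured among the remaining peaks. The wider definition was chosen after the data were examined.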

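At *Elane* (ENSMUSG00000020125, chromosome 10 from 79349057 to 79350961), the neutrophil elastase gene, the nearest CEBPA-1 peak spanned 79348879 to 79349116, with its midpoint 59 bp upstream of the TSS. A further peak lay upstream, from 79347314 to 79347571. At *Gsk3b* (ENSMUSG00000022812, chromosome 16 from 38089087 to 38246170), which encodes a glycogen synthase kinase, the nearest peak was 531 bp wide, from 38088718 to 38089248, and its midpoint lay 104 bp upstream of the TSS. Ranked by the distance from TSS to nearest peak midpoint, *Elane* stood at percentile 3.01 and *Gsk3b* at percentile 5.14 of the TSS regions. The hepatocyte data were not analysed here.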

Further visual inspection identified several examples of CEBPA peaks shared between hepatocyte and myeloid progenitor data sets (Figure 3C). 

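No CEBPA-1 peak lay within 10 kb of the gene bodies of *Alb* (ENSMUSG00000029368, chromosome 5 from 90889915 to 90905629) and *Cps1* (ENSMUSG00000025991, chromosome 1 from 67169600 to 67277833). The peak nearest to the TSS of *Alb*, from 90793692 to 90793866 in an intron of *Ankrd17*, had its midpoint 96136 bp upstream. This distance was at percentile 80.4 of the TSS regions. For *Cps1* the nearest peak was intergenic, from 67410447 to 67410703, with its midpoint 240935 bp downstream of the TSS, at percentile 90.9. The list holds only peaks past the authors' cut-offs, so weaker binding at these genes cannot be excluded. Among peaks at or above the median width, the nearest peak to *Alb* was 229062 bp away.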

Strikingly, the two archetypical homeostatic liver genes (*Albumin (Alb)* and *Carbamoyl-Phosphate Synthase 1 (Cps1)*) displayed CEBPA peaks in hepatocytes, but not in myeloid cells. Conversely, many genes characteristic of the myeloid lineage displayed CEBPA peaks only in the myeloid ChIP-seq dataset (e.g. *Myeloperoxidase (Mpo), Colony stimulating factor 3 receptor (Granulocyte)(Csf3r), Matrix Metallopeptidase 8 (Neutrophil Collagenase)(Mmp8), Selectin L(Sell), Colony Stimulating Factor 2 (Granulocyte-Macrophage)(Csf2), Fc Fragment of IgG, Low Affinity IIIb, Receptor (Fcgr3))* (Figure 3C). Several of these are known CEBPA targets. 

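CEBPA-1 peaks overlapped the TSS regions of *Mpo*, *Csf3r*, *Mmp8* and *Fcgr3*. From TSS to peak midpoint the distance was 182 bp at *Mpo* (ENSMUSG00000009350, chromosome 11, peak from 87606785 to 87607423), 149 bp at *Csf3r*, 28 bp at *Mmp8* (ENSMUSG00000005800, chromosome 9, peak from 7558263 to 7558539) and 9 bp at *Fcgr3* (ENSMUSG00000059498, chromosome 1, peak from 172989416 to 172989671). The TSS region of *Fcgr3* lies inside the annotated gene. At *Csf2* (ENSMUSG00000018916, chromosome 11 from 54060773 to 54063169, minus strand) the nearest peak, from 54050688 to 54050847, was intergenic and 12634 bp downstream of the TSS. It was 160 bp wide. Among peaks at or above the median width, the nearest to *Csf2* was 98565 bp away.
The paper names these genes as examples from its own CEBPA data and does not state how they were chosen. The distances therefore describe these genes and are not independent evidence.
The sequence logo TTNCNCAA found by the paper (N is any base) occurred in the peaks at *Mmp8* as TTGCTCAA and at *Csf3r* as a pair of TTCCCCAA. The nearest peaks to *Mpo*, *Csf2* and *Fcgr3* held none.
Several of the loci held more than 1 peak. Within 10 kb of the gene body, *Mpo* had 6 peaks and *Mmp8* had 4, and the 66.0 kb from 172939051 to 173005066 that include *Fcgr4* and *Fcgr3* held 9. Over the genome, 48.0% of the peaks had another peak midpoint within 10 kb, against 19.0% for uniform placement (one-sided permutation test, 10000 placements, p = 0.0001, the smallest it can give). Most of this excess was also reached when peaks were placed at the same distances from randomly drawn TSS regions, where 45.1% had such a neighbour and at most 46.5% did in 10000 placements (one-sided permutation test, p = 0.0001). Among the distances tried, the share was 21.0% within 2 kb (4.15% for uniform placement) and 84.4% within 50 kb (64.5%).
The paper takes the peaks at these genes and their absence at the liver genes, with its motif and conservation analyses, as evidence that its CEBPA data are valid and specific. Together with the reproducibility between its repeats, which was not analysed here, it concludes that there is evidence that small numbers of cells can be used for transcription factor ChIP-seq with bacterial carrier.

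**Figure D2:**
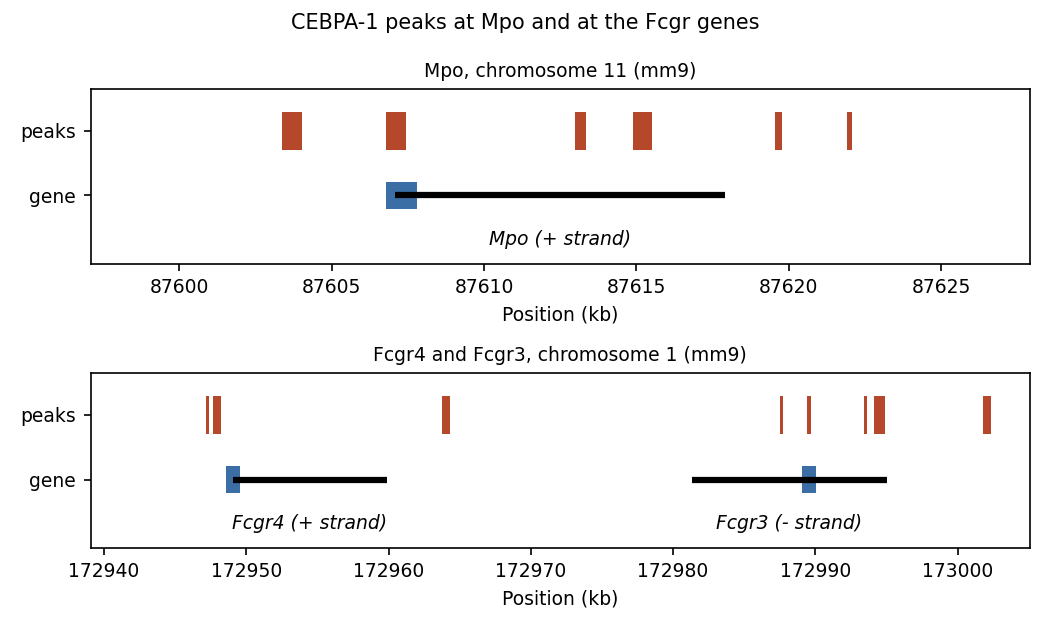
CEBPA-1 peaks (red) at *Mpo* and at *Fcgr4* and *Fcgr3*, by position on the chromosome (kb, mm9). Black lines are the annotated genes and blue boxes the TSS regions of 1000 bp. The maps show 6 peaks around *Mpo* and 9 around the Fcgr genes (a pair upstream of *Fcgr4* lies too close to be drawn apart), those nearest to the TSS with midpoints 182 bp from it at *Mpo* and 9 bp from it at *Fcgr3*.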

Two additional pieces of evidence supported the validity and specificity of our CEBPA genomic occupancy data. 

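The sequence of the mm9 assembly was searched on both strands for TTNCNCAA, the letters of the de novo logo in Fig. 3D, in the 200 bp around the midpoint of each CEBPA-1 peak. Peak summits were not used here. Of the 25702 peaks where both the peak and its control region have known sequence, 9906 held the motif, or 38.5% (95% confidence interval 38.0% to 39.1%). In control regions 2000 bp to the right, 10.6% did (10.3% to 11.0%), a ratio of 3.62 and an odds ratio of 5.27 (one-sided Fisher's exact test, p below the smallest number a computer can represent). The choice of sequence moved the share most. The palindrome TTGCGCAA alone was found in 1.64% of the peaks and 0.0311% of the controls, a ratio of 52.6 (one-sided Fisher's exact test, p = 3.69e-114). With control regions to the left, 10.2% of these held TTNCNCAA.
A ranking of all 8-bp words by their excess in peaks over controls, used here in place of MEME, placed TTGCACAA first among 24469 words, with 8.45% of the peaks and 0.615% of the controls. Of the 10 words ranked highest, 4 fit TTNCNCAA.
Within 20 bp of the midpoint the motif occurred 4.28 times per kb and peak, 7.34 times as often as between 400 and 500 bp away. The E-box CACGTG, the core of the USF1 motif that Fig. 3E includes for comparison, was 1.68 times as frequent there as between 400 and 500 bp away.
The 4237 peaks at a TSS held TTNCNCAA in 19.45% of cases (18.3% to 20.7%) and the other peaks in 42.3% (41.6% to 43.0%). The mean GC content of the 200 bp regions was 49.7% in peaks and 44.7% in controls.

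**Figure D3:**
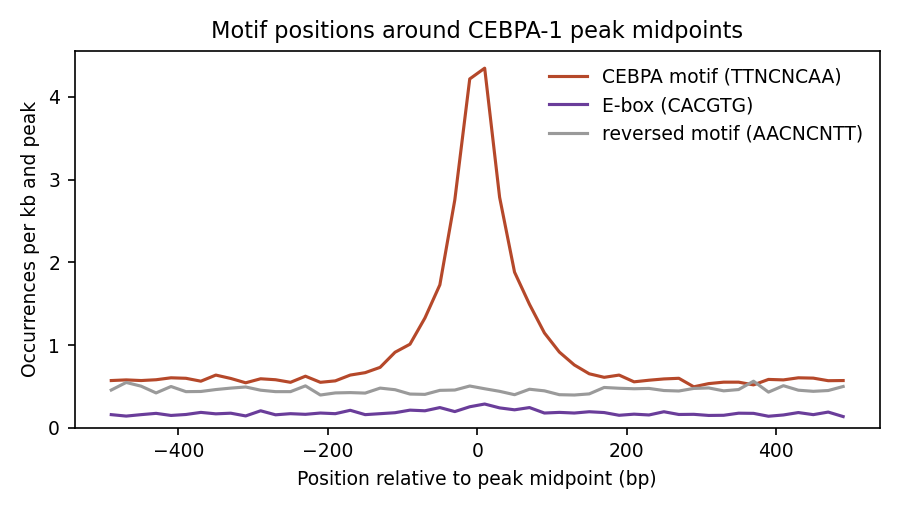
Occurrences per kb and peak of the CEBPA motif TTNCNCAA (red), the E-box CACGTG (purple) and the CEBPA motif with its letters reversed, AACNCNTT (grey), by position relative to the midpoint of the CEBPA-1 peaks (bp). The CEBPA motif rises from 0.584 per kb at 400 to 500 bp to 4.28 per kb within 20 bp, whereas the reversed motif stays near 0.48 per kb.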

Firstly, the top hit of a de novo motif search in the enriched sequences matched the known CEBPA binding logo (Figure 3D), and this motif was found strongly enriched in the peak centers (Figure 3E). Secondly, robust conservation in these sequences were centered on CEBPA motifs, implying functional evolutionary constrain (Figure 3F). Visual and quantitative comparisons of coverage from two biologically independent repeats indicated a high degree of reproducibility (Figure 3A, G, H). Collectively, these data provide evidence that transcription factor ChIP-seq on small-cell-number populations is possible using bacterial DNA as a carrier during the amplification step.

**Figure 3:**
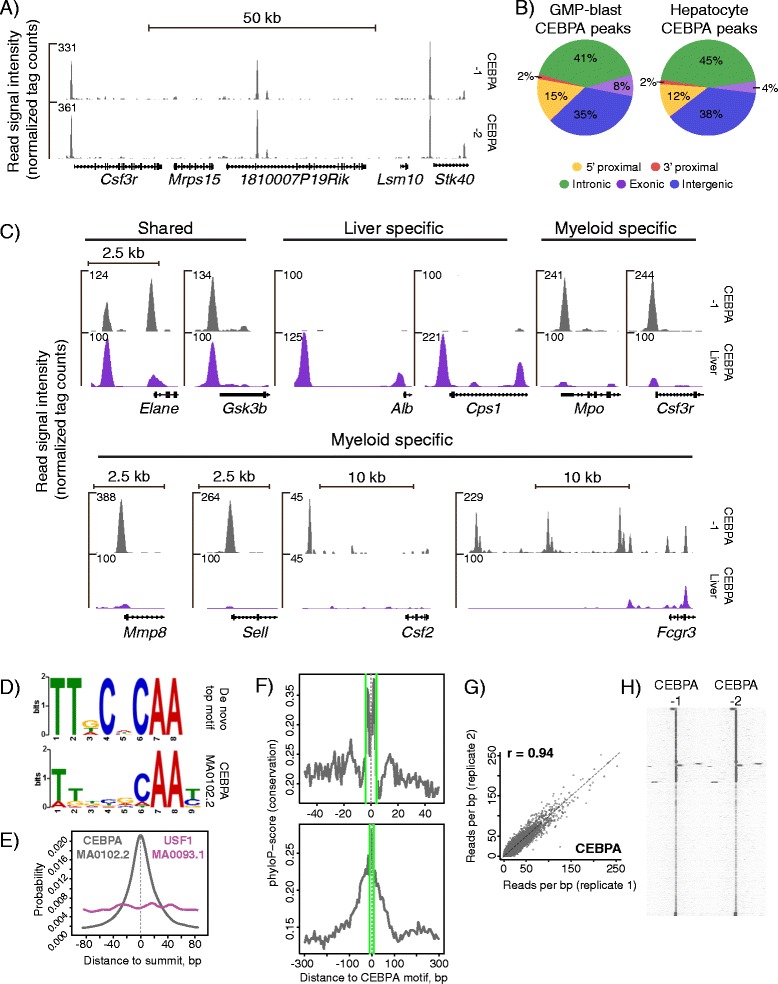
**Validation of small-scale transcription factor ChIP-seq. (A)** Profiles generated from 300 pg CEBPA ChIP-DNA. Region spanning a 100 kb region on chromosome 4. **(B)** Genomic distribution of top 26,713 CEBPA peaks (fold 30 cut-off) from GMP-blasts compared with 7,660 CEBPA peak positions in hepatocytes (fold 30 cut-off, data from [21]), rounded numbers. **(C)** CEBPA coverage tracks from GMP-blast and hepatocyte gene loci of shared, specific liver or myeloid cell expression. See text for full gene names. **(D)** De-novo motif search output from MEME (*upper panel*), and top match JASPAR motif CEBPA (MA0102.2), both in logo format (*lower panel*). Data set as in D. **(E)** Distribution of the top match motif CEBPA (MA0102.2, *grey*) in 200 bp regions centered on CEBPA-1 peak summits. USF1 (MA0093.1, *purple*) included for comparison. **(F)** Phylo-P conservation plots in 100 bp (*upper panel*) and 600 bp (*lower panel*) regions centered on CEBPA-motifs in CEBPA-1 peaks. Green lines delineate motif position. **(G)** Quantitative comparison of mean read coverage of two ChIP-seq repeats, CEBPA-1 and CEBPA-2, using CEBPA-1 peak regions defined by MACS2. Quantile normalized, 1/1 diagonal indicated by dashed line (r = pearson correlation coefficient, calculated on normalized data, 1 outlier pre-filtered). MACS2 peak boundaries for CEBPA-1 **(H)** SeqMiner cluster heatmaps showing signal intensities for CEBPA-1 and CEBPA-2 profiles in 10000 bp regions centered on peak summits. For F and G, peak set as in B.

### Amplification from picogram amounts of ChIP DNA

Many immunophenotypically defined hematopoietic compartments, e.g. the hematopoietic stem cells, consist of a very limited number of cells. ChIP from small cell populations, as has been done previously by several groups [3,5,6,22-24], consistently yield very limited quantities of ChIP DNA. Hence, we wanted to investigate if our carrier DNA amplification approach could be applied on pico-gram-scale amounts of DNA. To test this, we generated a series of compound DNA Illumina amplified libraries with varying ratios of bacterial carrier DNA and ChIP DNA from three pooled CEBPA ChIP samples (performed on 250,000 cells each) to allow direct comparisons between libraries. Aiming to minimize the dilution ratio, some of these libraries were generated using total input amounts of 1000 or 500 pg. The resulting four libraries (CEBPA-3, 100 pg ChIP DNA and 1900 pg carrier; CEBPA-4, 100 and 900 pg; CEBPA-5, 100 and 400 pg; CEBPA-6, 50 and 450 pg), all displayed amplification output yields and size distributions comparable to libraries generated from 2 ng DNA (Additional file 7: Figure S5). High-throughput sequencing of these libraries resulted in mapping frequencies close to the expected based on standard ChIP-seq mapping efficiency and ratios of ChIP DNA to bacterial carrier DNA. E.g. from a read number of roughly 85 million for CEBPA-5, 8.4 million mapped uniquely to the mouse genome (Additional file 5: Table S1). Visually, genomic coverage profiles for each of the four new libraries closely matched our previous CEBPA tracks (Figure 4A). An analysis of the degree of correlation between dilute libraries and CEBPA-1 indicated consistent, high reproducibility (Figure 4B). Strikingly, the library containing least ChIP DNA (CEBPA-6, 50 pg) display a pearson correlation of 0.85 with the 300 pg CEBPA-1 library and overall recapitulate the genomic coverage of this library (Figure 4B, C).

**Figure 4:**
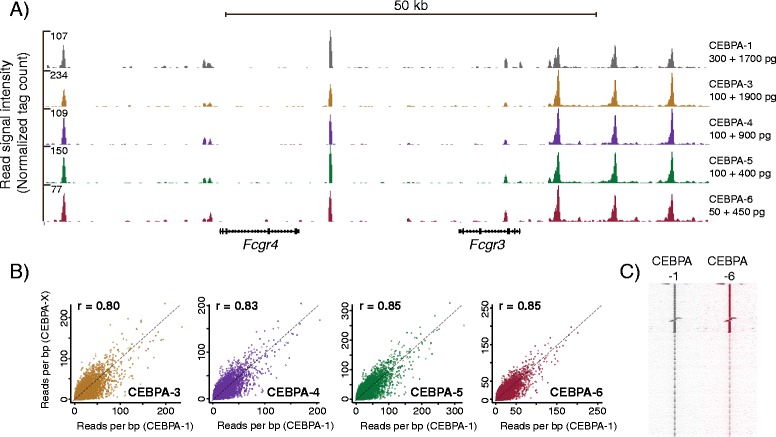
**Comparison of pico-scale transcription factor libraries. (A)** CEBPA profiles of a 80 kb region on chromosome 1, based on progressively lower amounts of input ChIP-DNA and bacterial carrier (CEBPA-1, 300 and 1700 pg; CEBPA-3, 100 and 1900 pg; CEBPA-4, 100 and 900 pg; CEBP-5, 100 and 400 pg; CEBPA-6, 50 and 450 pg). **(B)** Quantitative comparisons of mean read coverage of CEBPA-1 versus CEBPA-3 /-4/-5/-6. ChIP-seq profiles in CEBPA-1 peak regions defined by MACS2. Quantile normalized, 1/1 diagonal indicated by dashed line (r = pearson correlation, raw data). **(C)** SeqMiner cluster heatmaps showing signal intensities for profiles CEBPA-1 and CEBPA-6 at 10000 bp regions centered on peak summits. For B and C, peak set as in Figure 3B.

Next, we investigated the diluted libraries for presence of CEBPA peaks at known CEBPA targets (e.g. *Nuf2, NDC80 kinetochore complex component, Smg-7 homolog, nonsense mediated mRNA decay factor, CCAAT/enhancer binding protein (C/EBP), alpha* and *- beta*, *prostaglandin-endoperoxide synthase 2* and *interleukin 6 receptor, alpha*), and found these in all coverage profiles (Figure 5A) [21]. To test our panel of libraries further, we performed qPCR to quantify amplicons corresponding to the CEBPA enriched regions mentioned above, which indicated reproducible and practically uniform amplification across dilution ratios and input amounts (Figure 5B).

**Figure 5:**
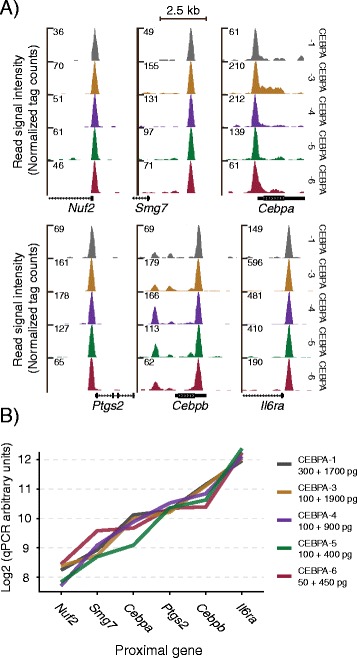
**Test of pico-scale ChIP-seq amplification linearity. (A)** CEBPA profiles of promoter regions of six known CEBP targets. **(B)** qPCR validation of linearity. Amplicons positioned in CEBPA peak regions from A. ChIP-DNA (*left*) and bacterial carrier DNA (*right*) amounts indicated.

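CEBPA-1 peaks were examined at *Nuf2*, *Cebpa*, *Ptgs2*, *Cebpb* and *Il6ra*, and the amplicons of Fig. 5B at these genes were located by matching both primers of each pair in Table S3 to the mm9 assembly. Each pair matched at a single place. All 5 amplicons overlapped a CEBPA-1 peak. By the legend of Fig. 5B they were placed in peak regions, so the overlap is not independent evidence. The amplicon at *Nuf2* (ENSMUSG00000026683, chromosome 1) lay from 171461660 to 171461737, 18 bp from the midpoint of a peak of 370 bp. At *Cebpa* (ENSMUSG00000034957, chromosome 7) the amplicon from 35904163 to 35904218 lay 103 bp from the midpoint of a peak upstream of the TSS. At *Cebpb* (ENSMUSG00000056501, chromosome 2) it lay from 167515595 to 167515639, in an exon of this gene, 50 bp from a peak midpoint. At *Il6ra* (ENSMUSG00000027947, chromosome 3) it lay from 89717191 to 89717250, 10 bp from a peak midpoint.
The distance from TSS to nearest peak midpoint was 85 bp for *Nuf2*, 89 bp for *Ptgs2* (ENSMUSG00000032487), 146 bp for *Il6ra*, 224 bp for *Cebpa* and 1152 bp for *Cebpb*. The locus of *Cebpa* itself held 11 peaks within 50 kb of the TSS. The diluted libraries were not analysed here.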

### ChIP-seq using 10,000 cells

To investigate if our methodology allows ChIP-seq on limited cell numbers, we transplanted a new cohort of mice with the leukemic strain also used in the above and FACS-isolated batches of 10,000 GMP-blasts. We optimized the chromatin preparation procedure to ensure maximal input material for the small-cell-number ChIP (Additional file 8: Additional Protocols and Additional file 9: Figure S6). Thorough optimization of ChIP conditions produced robust enrichments for histone mark (H3K4me3) as well as TF (CEBPA) ChIP, both of which compared favorably to ChIPs done according to a previously published 10,000 cell ChIP methodology by Zwart et al. [24] (Figure 6A, B). The major advance in the previous study was addition of a combined mRNA/Histone carrier/blocker during the ChIP step. We amended our protocol to include such a carrier, resulting in even better enrichment as assessed by qPCR (Figure 6A, B). A small amount of 10,000 cell ChIP-DNA was used for examining enrichment and establishing quantity, leaving ca. 60 pg DNA. Parallel generation of sequencing libraries with and without bacterial carrier demonstrated that at the 60 pg ChIP-DNA range, carrier is required for robust production of high-quality Illumina libraries (Additional file 10: Figure S7). Both visual inspection and quantitative analyses of genomic coverage tracks from 10,000 cell ChIPs revealed good correspondence with libraries generated from biologically independent higher-cell-number ChIPs (Figure 6C, D, E). CEBPA-1 peaks were to a high degree shared with a biological repeat (CEBPA −2), the diluted library (CEBPA-6) and the low-cell-number ChIP (CEBPA-10K) (Additional file 6: Additional Methods). Importantly, the H3K4me3-10K profile generated from 60 pg ChIP-DNA, which display substantially fewer mapped reads (Additional file 5: Table S1), is highly similar to the H3K4me3-1 profile from 2 ng DNA resulting from ChIP without using bacterial carrier for amplification (Figure 6C, D).

**Figure 6:**
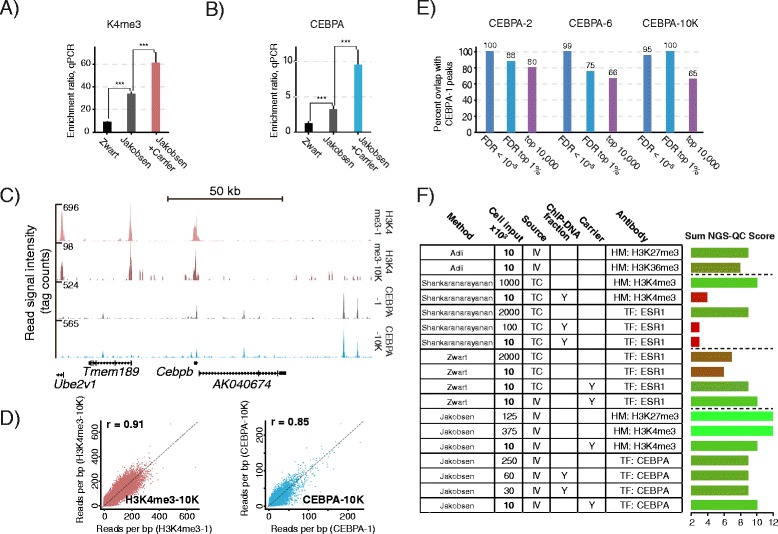
**10,000 cell histone mark and transcription factor ChIP-seq. (A and B)** ChIP using 10,000 sorted GMP-blasts as input. Our protocol (Jakobsen) with and without mRNA/Histone carrier, compared to the Zwart protocol. qPCR assessment of enrichment ratios, n = 4-6, error bars show SD. *** = P < 0.001, T-test, Holm-Sidak correction for multiple testing. **(A)** H3K4me3-ChIP, ratios are amplicon Smc4 versus the negative Sfi3. **(B)** CEBPA-ChIP, ratios are amplicon Ptgs2 versus the negative Sfi3. **(C)** H3K4me3 and CEBPA ChIP-seq profiles across a region spanning a 130 kb region on chromosome 2, using 375,000 (H3K4me3-1) or 10,000 (H3K4me3-10 K) cells as input (two upper tracks) and CEBPA ChIP-seq profiles of using 250,000 (CEBPA-1) or 10,000 (CEBPA-10 K) cells as input (two lower tracks). **(D)** Quantitative comparisons of mean read coverage of H3K4me3-1 versus H3K4me3-10 K (left panel) and CEBPA-1 versus CEBPA-10 K (right panel). All settings as described above. **(E)** Peak overlaps between ALPHA-1 and ALPHA-2, CEBPA-6 and CEBPA-10 K. MACS2 peaks were ranked for FDR (q-values) and the CEBPA-1 top 1% set tested against peaks scoring FDR < 10^−5^, in the FDR top 1% or in top 10,000. **(F)** Schematic bar diagram depicting summed NGS-QC (Next Generation Sequencing – Quality Check) score for each of the listed small-scale ChIP-seq data sets. Listed is number of cells used as input material, source of material (TC: tissue culture cells, IV: in vivo cells) and antibody target (HM: histone mark, TF: transcription factor). The ChIP-DNA fraction column denotes amplification of a fraction of DNA from a higher-cell-number ChIP corresponding to the indicated number of cells. The carrier column indicates use of mRNA/Histone as carrier during the ChIP procedure (Y = yes). All scores represent best replicate. NGS-QC sum score is calculated as a sum of quartile scores (best = 4, worst = 1) for read sub-sampling of 90, 70 and 50% of total mapped reads.

The recent establishment of the online Next Generation Sequencing Quality Control (NGS-QC) Generator, a useful cross-platform quality assessment tool [25], allowed a quantitative comparison of our ChIP-seq approach with already published methods (Additional file 6: Additional Methods). Our methodology robustly produced NGS-QC scores matching or exceeding those from previous approaches (Figure 6F and Additional file 11: Table S2). Specifically, Shankaranarayanan (LinDA) amplification [6] resulted in considerably lower NGS-QC scores at the 10,000 cell range, while Adli amplification [5] and the Zwart methodology [24] produced data sets with comparable scores for histone modification or transcription factor ChIP-seq profiles, respectively (Figure 6F).

## Discussion and conclusions

Here, we present a complete work-flow for ChIP-seq on the limited cell populations of distinct *in vivo* cell compartments. By isolating a defined cell population with a standard immunophenotypic sorting regimen and using a rigorous and reliable ChIP approach, we were able to enrich regions marked by both broadly (H3K27me3) and more narrowly (H3K4me3) distributed histone modifications as well as the precise regions defined by occupancy of the central hematopoietic transcription factor, CEBPA. Importantly, the fluorescence nanodrop instrument allowed us to reliably measure the obtained picogram amounts of ChIP DNA. We demonstrate that these amounts of ChIP DNA could be faithfully amplified to generate libraries for Illumina sequencing by addition of fragmented *E. coli* carrier DNA. Further, we show the resulting coverage profiles to match previous data for the actively transcribed gene associated (H3K4me3) and repressed gene associated (H3K27me3) histone marks, and to specifically recover known myeloid specific CEBPA target regions. We provide evidence that CEBPA bound regions from a pool of ChIP’ed DNA down to 50 pg are amplified in a linear manner with our technique. Finally, we demonstrate that our straight-forward methodology can produce high-quality ChIP-seq coverage tracks from as little as 10,000 isolated *in vivo* cells using antibodies against histone mark (H3K4me3) as well as transcriptional factor (CEBPA) antibodies. Importantly, the H3K4me3-ChIP 10,000 cell genomic coverage profile is very similar to the profiles generated without bacterial carrier (H3K4me3-1/-2), indicating that the addition of bacterial carrier does not impede amplification or Illumina sequencing.

Our methodology can be used to elucidate important biological circuitries at a global level. For instance, we can clearly detect differences of direct targets of CEBPA in specific cell types as illustrated in Figure 3. Importantly, two recently published studies demonstrate the usefulness of our approach by revealing molecular mechanisms behind initiation of acute myeloid leukemia and regulation of hematopoietic stem cells [26,27]. Furthermore, our technology should combine easily with other genomics approaches, for instance Chia-PET [28], to permit generation of libraries from otherwise prohibitively small amounts of DNA.

Other available methodologies that allow generation of ChIP-seq data from limited amounts of input material rely on an extra amplification step, based either on custom designed random primers or T7 RNA-polymerase technology [5,6]. Even as these methods are very useful, introducing extra and complex steps in the amplification procedure will inevitably increase the risk of errors, and is costly and time-consuming. Our method is based on the conceptually simple addition of non-mapping DNA as carrier and should as such be easy to implement in any laboratory that already performs Illumina platform ChIP-seq.

A disadvantage of our approach is the added cost of sequencing *E. coli* DNA, generating data that will be discarded. This drawback increases with the ratio between bacterial and ChIP DNA, i.e. as fewer cells are used or less material recovered, for example as a result of poor antibodies or low expression of the ChIPed factor. We have tried to address this issue by demonstrating the feasibility of using just 500 picogram total input material for the amplification procedure. The steady decline of sequencing prices should also help reduce this disadvantage.

Several groups have optimized ChIP from very small cell numbers (e.g. [3]), whereas our study focusses on refining the amplification step of ChIP-seq. Some reports have shown the addition of carrier chromatin during the ChIP stage to facilitate the application on small cell numbers, but these methodologies are either not tested or incompatible with high-throughput sequencing [29]. Recently, Zwart et al. demonstrated an increase in the ChIP-seq signal to noise ratio by adding carrier consisting of RNA and histones [24]. While ChIP protocols generally include *bovine serum albumin* as a carrier (e.g. [30]), Zwart and coworkers speculate that combined oligonucleotide RNA and histones mimic chromatin better, and hence offer improved blocking of spurious binding. Both components are degraded prior to the amplification step, making the modification suitable for use in ChIP-seq. We compare a low-cell-number optimized version of our methodology and find it to surpass the Zwart approach for the tested antibodies (Figure 6A, B). Nevertheless, adopting the mRNA/histone ChIP level carrier considerably improves our protocol (Figure 6A, B), clearly demonstrating the value of the Zwart at al. contribution to the development of ChIP technology.

In summary, our study, in combination with the progress of sequencing technology, makes possible relatively straight-forward ChIP-seq even on very scarce cell numbers e.g. from stem cell populations. This opens the door for extensive genome-wide investigation of the regulatory circuitries at all differentiation levels of *in vivo* tissues.

## Methods

### Additional methods and protocols in additional files

(Additional file 6: Additional Methods and Additional file 8: Additional Protocols and Buffer Recipes).

### Mouse work

Blast-GMP populations were generated as described previously [31]. Briefly, fetal livers were isolated from E14.5 *Cebpa*^*p30/p30*^ (CD45.2) female embryos, homogenized and filtered through a 70 um filter. Each liver was transplanted into four lethally irradiated recipients (CD45.1) by tail vein injection. The recipients developed acute myeloid leukemia (AML) within 9–11 months after transplantation and sacrificed when moribund. The bone marrow (BM) was isolated and retransplanted into sub-lethally irradiated recipients (1.5 × 10^6 whole BM cells/recipient). The procedure was repeated to generate a tertiary leukemia, from which whole BM was retrieved for isolation of GMP-blasts. Genotyping was performed as previously described [10], utilizing genomic tail DNA as template. All mouse work was performed according to national and international guidelines and approved by the Danish Animal Ethical Committee under license #2012-15-2934-00725.

### Flow cytometry and purification of hematopoietic progenitor populations

BM cells were isolated and stained using the following antibodies: CD41-FITC, CD105-PE, Gr-1- PECy5, B220-PECy5, CD3-PECy5, Sca1-PerCp5.5, Ter119-PECy7, CD16/CD32- Alexa Flour 700, c-Kit APC-Alexa 750, CD45.2-Biotin, CD45.1-eFlour450 (all from eBioscience), Mac1-PECy5 (BD Biosciences), Streptavidin-QD655 (Invitrogen), CD150-APC (BioLegend), and 7-AAD (Invitrogen) as viability marker. For sorting, cells were c-Kit enriched using CD117 microbeads and MACS LS separations columns (Miltenyi Biotec) prior to staining. GMP-blasts used in this study were defined as previously described [8,10] (Additional file 1: Figure S1).

### Chromatin preparation

GMP-blasts were sorted into pre-wetted siliconized microcentrifuge tubes (Biozym, cat#1267-2970) on ice, containing 300 μl PBS and 3% Fetal Calf Serum (FCS) (Saveen & Werner, cat#FB-1090/500). Volume was adjusted to 1.4 ml with cold PBS-3% FCS and samples cross-linked in 1% formaldehyde for 10 minutes at room temperature using a rotator. Cross-linking was quenched using 0.125 M Glycine and samples washed twice in cold PBS-3% FCS using a swinging bucket centrifuge (4 minutes, 600 g) and soft spin settings to minimize material loss. Cells were lysed as described previously in 300 μl lysis buffer [21], applying up/down pipetting 10 times using a 100 ul tip low retention tip. Samples were sonicated using a Bioruptor sonicator plus for 30 cycles, 15/30 seconds on/off, high setting, and debris pelleted by centrifuging cold at 14,000 g for 10 minutes. Fragmentation of chromatin was evaluated on extracted DNA using either: 1) a c-Kit enriched 500,000 cell sample (see above) processed in parallel (one of six tubes sonicated simultaneously) and agarose gel electrophoresis or, 2) direct sample size inspection of a 20 ul aliquot using a Bioanalyzer (Agilent DNA1000 kit cat#5067-1504) (Additional file 2: Figure S2). Output quantity was determined for each sample using the Qubit instrument (Invitrogen, HS-assay cat#Q32851).

### Chromatin Immunoprecipitation

ChIP was performed essentially as described previously with ca. 125,000 cells for histone mark and ca. 250,000 cells for CEBPA ChIP [30]. Quanta of used antibodies (CEBPA, Santa Cruz sc-61, lot#J0407, 0.2 ug; H3K27me3, Cell signaling #9733S, lot#2, 1 ul; H3K4me3, Cell signaling #9751S, lot#2, 1 ul) and protein A beads (Sigma, cat#P9424 , 10 ul 50%/50% beads/RIPA-low salt (140 mM)) were optimized for low input amounts, using siliconized tubes (Biozym, cat#1267-2970). Preincubation was performed with 10 ul of bead-slurry to minimize background. Washing conditions and buffers as in [30], but with 5 minute, 500 μl washes; 2× RIPA-low salt (140 mM NaCl) and 2× RIPA-high salt (500 mM NaCl) for CEBPA ChIP and 1× RIPA-low salt and 3× RIPA-high salt for the histone mark antibodies, replacing previous RIPA buffer washes. Retrieval of immune-precipitated DNA was optimized using overnight proteinase K treatment and 6-hour 65°C de-crosslinking with phenol-chloroform (cat#9732) extraction in phaselock tubes (5-prime, cat#713-2536) to Lo-Bind tubes (Eppendorf, cat#525-0130) as described [30]. Pico-scale ChIP DNA concentrations were determined using the fluorescent Nanodrop 3300 PicoGreen assay (ThermoScientific and Invitrogen, cat#p7589) (Additional file 4: Figure S4). Quantitative PCR (qPCR) for ChIP validation was performed on a Roche Lightcycler 480 with primers amplifying known CEBPA target sequences or regions expected to be marked by the H3K4me3 or H3K27me3 histone modifications, comparing to predicted negative regions. Primers and ChIP enrichments are found in additional files (Additional file 12: Table S3 and Additional file 3: Figure S3). Full protocol and buffer recipes are included in additional files (Additional file 8: Additional Protocols and Buffer Recipes).

### Preparation of libraries from nano- and picogram input DNA

Amplification of 2 ng ChIP DNA was essentially performed as described by the manufacturer (NEB, cat#E6240S), with the use of precast 2% SYBR agarose gels (Invitrogen, cat#G5218-02) and excision of band size 175–400 bp. Key modifications consisted of a 30 minute ligation step, 30 minute gel solubilization at 37°C of excised gel fragments, and a prolonged, double run-through elution step (each three minutes) with preheated (55°C) elution buffer for all column purifications (Qiagen, cats#28104,28704,28004) to ensure robust recovery. Amplification of picogram precipitated DNA was performed by adding carrier up to a total of 500 pg, 1000 pg or 2 ng as indicated using purified, chromosomal *E. coli* DNA, sonicated to a size distribution of 200–500 bp (Diagenode current protocols). All steps were performed in Lo-Bind tubes (Eppendorf, cat#525-0130). Libraries were generated for duplex or triplex sequencing using a NEB kit (cat#E7335S), and size distributions assessed by Bioanalyzer (Agilent, High Sensitivity kit, cat#5067-4626), (Additional file 7: Figure S5 and Additional file 10: Figure S7). Full protocol included in additional files (Additional file 8: Additional Protocols and Buffer Recipes).

### Sequencing and mapping

All libraries were single-end sequenced on the Illumina HiSeq2000 platform at the Danish National High-throughput DNA Sequencing Centre. The resulting 50-mer reads were mapped to the NCBI7/mm9 (*Mus musculus*) genome assembly using Bowtie v. 0.12.8 with standard settings for unique mapping [32]. An overview of sequencing and mapping statistics is presented in (Additional file 5: Table S1). See additional files for mapping of bacterial carrier sequences (Additional file 6: Additional Methods).

### Visualization, statistical analysis and validation of profiles

Bigwig files for UCSC genome coverage visualization were generated using Samtools [33,34], Bedtools [35], and UCSC wigtobigwig [36]. All coverage heatmaps were built using SeqMiner [37]. Histone mark profiles were examined at transcription start site (TSSs) regions (1000 bp) based on RefSeq longest isoform gene positions [38], excluding noncoding and mitochondrial genes. Peakcalling was performed using MACS2, with parameter “--to-large” [39]. A hematopoietic progenitor IgG mock ChIP-seq data set of 31,088,767 mapped reads was used as reference [27]. CEBPA-1 peak regions for analysis were defined by MACS2 cut-off of fold 30, q-value 50. For comparisons, CEBPA-1 and −2/-3/-4/-5/-6 coverages were normalized to mapped read depth. De novo motif search was performed with MEME-ChIP online using CEBPA-1 200 bp peak regions centered on summits [40]. Centrimo was used for distribution analysis of enriched motifs [41]. See additional files for genomic position annotations of reads and peaks, ChIP track coverage/gene expression correlations and CEBPA-1 peak region Phylo-P conservation analysis (Additional file 6: Additional Methods).

### Availability of supporting data

Supporting data is included in Additional files 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 11, 12 and 13 and at NCBI Gene Expression Omnibus (GEO), entry: GSE55850.

## Additional files

Additional file 1: Figure S1. Schematic representation of fluorescence activated cell sorting strategy. This is a depiction of the FACS gating regimen used. Detailed description is provided within the file. Additional file 2: Figure S2. Validation of sonicated input chromatin. A demonstration of gel-electroforetic and Bioanalyzer analyses of input chromatin DNA size distribution. Detailed description is provided within the file. Additional file 3: Figure S3. Assessment of individual sample ChIP enrichment. This is a figure showing qPCR validation of ChIP enrichments prior to library generation. Detailed description is provided within the file. Additional file 4: Figure S4. Measuring picograms of DNA with the fluorescence Nanodrop 3300. A figure depicting fluorescent nanodrop measurement linearity and reproducibility in the 5–400 pg range. Detailed description is provided within the file. Additional file 5: Table S1. Sequencing and mapping statistics. Detailed description is provided within the file. Additional file 6:
**Additional methods.** This document is a description of additional methods including mapping of bacterial carrier DNA, genomic annotation of peaks/mapped reads, promoter coverage correlation with gene expression and conservation analysis. Additional file 7: Figure S5. Size distributions of amplified ChIP-DNA libraries. Libraries assessed by Bioanalyzer analysis. Detailed description is provided within the file. Additional file 8:
**Additional protocols.** This contains detailed protocols for small-scale ChIP, amplification methodology and buffer recipes. Additional file 9: Figure S6. Validation of sonicated input chromatin size distribution from limited cell numbers. Detailed description is provided within the file. Additional file 10: Figure S7. Illumina sequencing libraries done with or without bacterial carrier. Detailed description is provided within the file. Additional file 11: Table S2. List of comparable low-cell number datasets with NGS-QC scores. Detailed description is provided within the file. Additional file 12: Table S3. List of primer sets used. Sequences of all primers used for this study. Additional file 13:
**Additional references.** This is a list of references used in additional methods and protocols.

## Abbreviations

ChIP-seq: Chromatin ImmunoPrecipitation with deep sequencing
CEBPA: CCAAT/enhancer binding protein (C/EBP), alpha, aka C/EBPα
H3K4me3: H3K27me3, Histone modifications H3 Lysine4-trimethyl and H3 Lysine27-trimethyl
MACS: Model-based analysis of ChIP-Seq data
TF: Transcription factor

# Supplementary material for: Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq
**Source:** BMC Genomics. 2015 Feb 5;16(1):46. doi: 10.1186/s12864-014-1195-4
**Supplement:** Additional file 1: Figure S1. — Schematic representation of fluorescence activated cell sorting strategy. This is a depiction of the FACS gating regimen used. Detailed description is provided within the file.

Figure S1.

**Normal BM (CD45-1+2 mix):**

**Leukemia:**

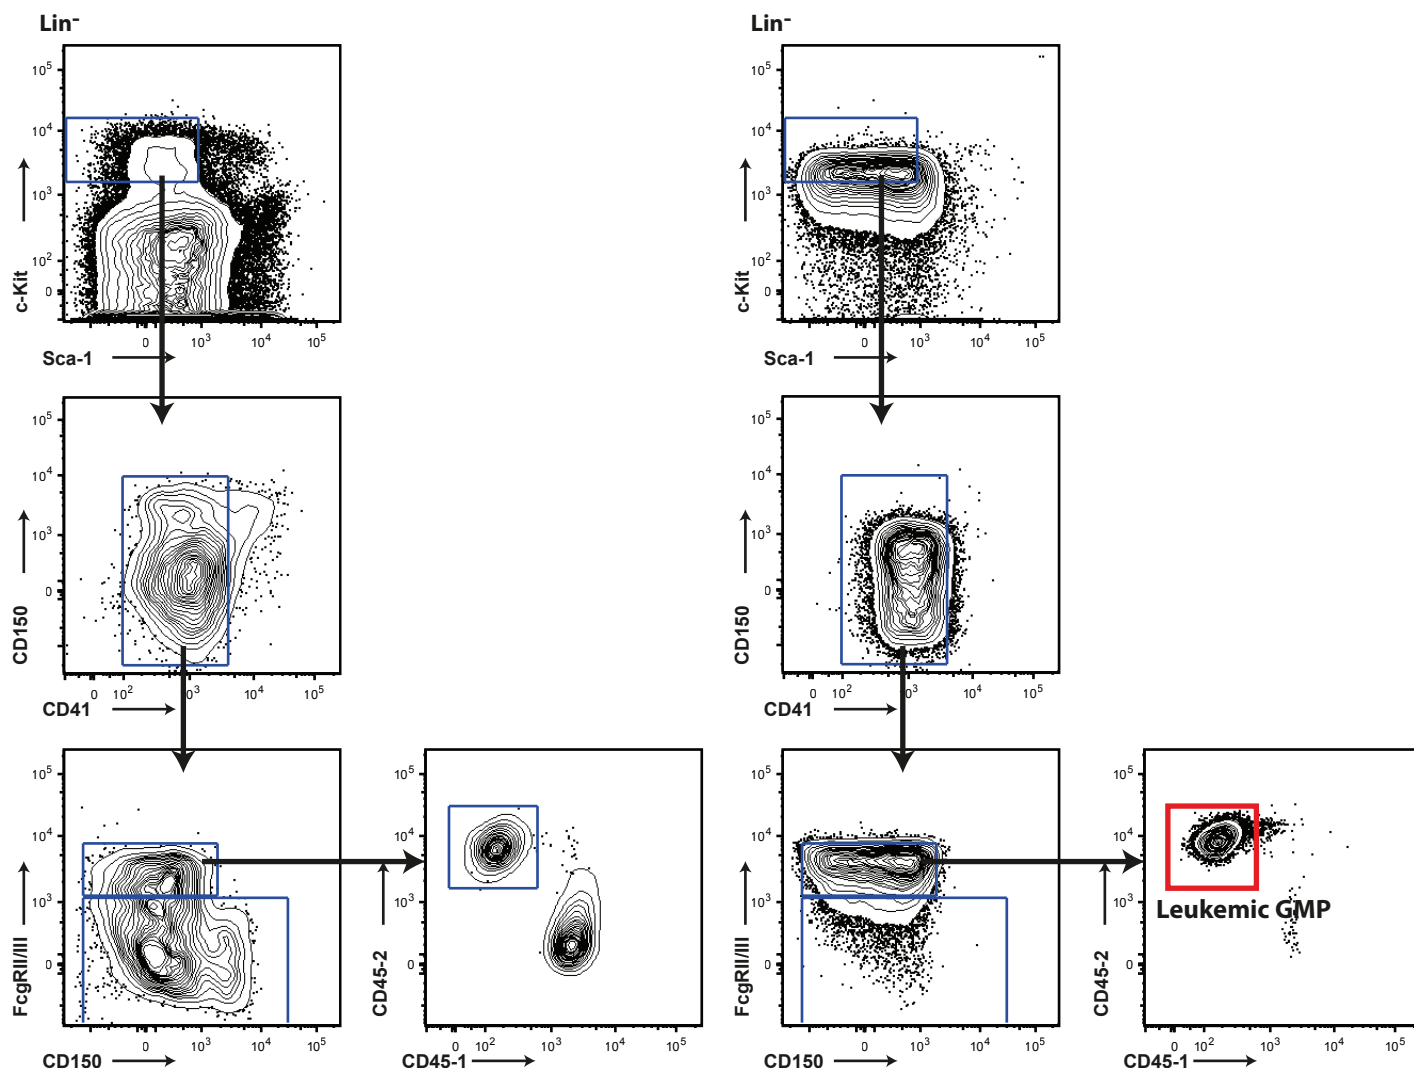

**Figure S1 Schematic representation of fluorescence activated cell sorting strategy.** Leukemic GMPs (right hand panels, red squares) were isolated using gates defined from normal BM populations (left hand panels, blue squares) as shown, and used for ChIP-seq experiments. Details on phenotypic markers used can be found in Materials and methods.

# Supplementary material for: Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq
**Source:** BMC Genomics. 2015 Feb 5;16(1):46. doi: 10.1186/s12864-014-1195-4
**Supplement:** Additional file 2: Figure S2. — Validation of sonicated input chromatin. A demonstration of gel-electroforetic and Bioanalyzer analyses of input chromatin DNA size distribution. Detailed description is provided within the file.

Figure S2.

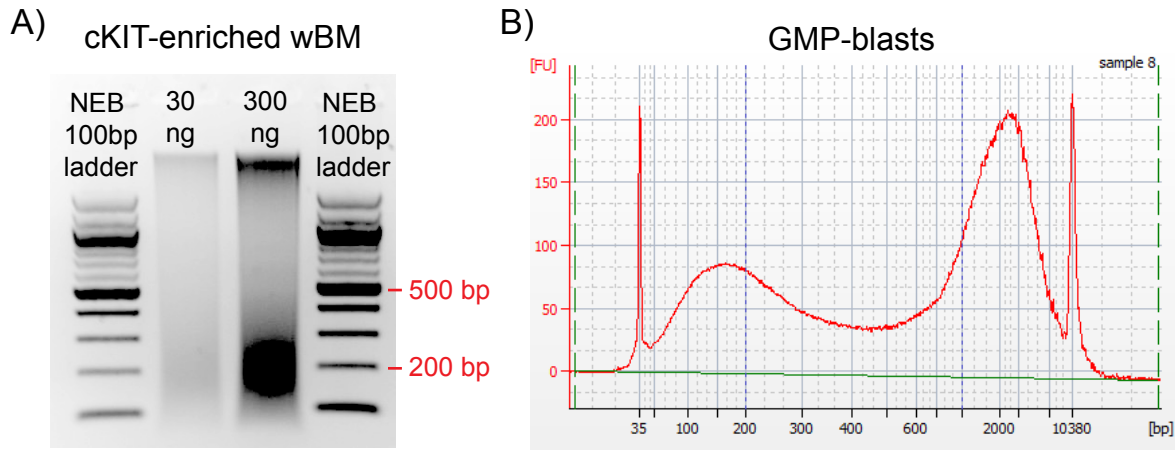

**Figure S2 Validation of sonicated input chromatin.** (A) Purified DNA from c-KIT enriched whole bone marrow (wBM) cells, prepared in parallel with FACS-isolated populations, subjected to standard agarose electrophoresis. (B) Purified DNA aliquot from isolated GMP-blast population chromatin assessed by Agilent Bioanalyzer High Sensitivity assay.

# Supplementary material for: Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq
**Source:** BMC Genomics. 2015 Feb 5;16(1):46. doi: 10.1186/s12864-014-1195-4
**Supplement:** Additional file 3: Figure S3. — Assessment of individual sample ChIP enrichment. This is a figure showing qPCR validation of ChIP enrichments prior to library generation. Detailed description is provided within the file.

Figure S3.

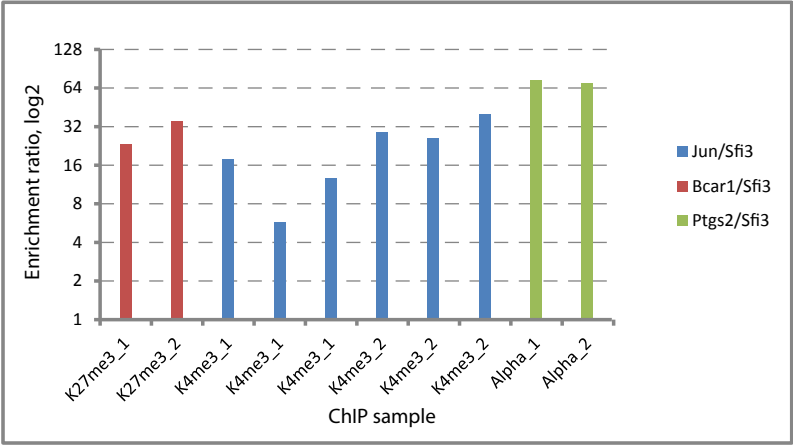

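The amplicons of this supplementary figure compare a region expected to be bound or marked with a region expected not to be, so that a ratio above 1 stands for enrichment by the ChIP. On mm9 the Ptgs2 primers of Table S3 span 151947056 to 151947117 on chromosome 1, inside the CEBPA-1 peak from 151946774 to 151947197. The amplicon contains the CEBPA motif TTGCGCAA, in the sequence CGGTTCTTGCGCAACTCACT. The Sfi3 primers span 3044741 to 3044789 on chromosome 11, in an intron of *Sfi1*, and the nearest CEBPA-1 peak was 25.3 kb away. The Jun amplicon, in the coding exon of *Jun* (chromosome 4 from 94717836 to 94717946), lay 0.664 kb from the nearest CEBPA-1 peak, and the Bcar1 amplicon, in an intron of *Bcar1* (chromosome 8 from 114255007 to 114255113), 87.4 kb from it. The histone mark libraries were not analysed here.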

**Figure S3 Assessment of individual sample ChIP enrichment.** Ratio of enrichment as arbitrary qPCR units of Bcar1 (H3K27me3), Jun (H3K4me3) and Ptgs2 (CEPBA) amplicons over Sfi3 amplicons. A four-point dilution series used as standard for comparison. See supplemental Table 1 for primer sequences.

# Supplementary material for: Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq
**Source:** BMC Genomics. 2015 Feb 5;16(1):46. doi: 10.1186/s12864-014-1195-4
**Supplement:** Additional file 4: Figure S4. — Measuring picograms of DNA with the fluorescence Nanodrop 3300. A figure depicting fluorescent nanodrop measurement linearity and reproducibility in the 5–400 pg range. Detailed description is provided within the file.

Figure S4.

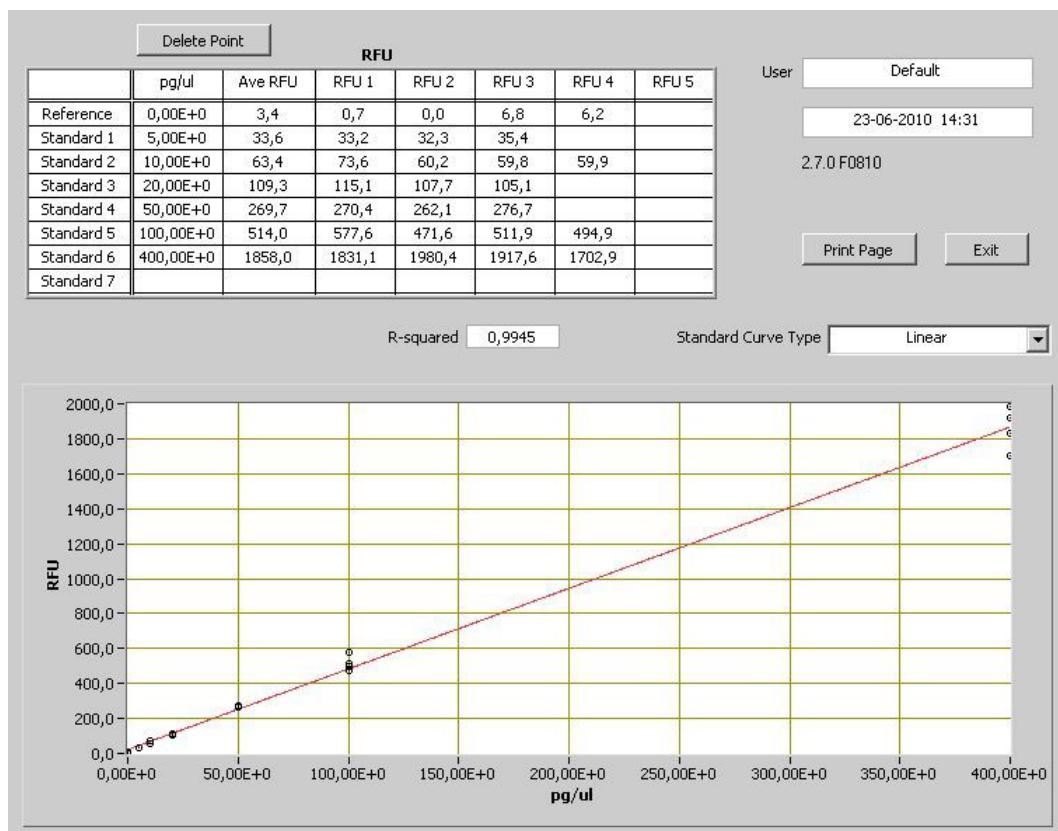

**Figure S4 Measuring picograms of DNA with the fluorescence Nanodrop 3300.** A seven point serial dilution of double-stranded, purified DNA (0, 5, 10, 20, 50, 100, 400 pg/μl) displaying very high linearity (r-squared = 0.9945) and measurement reproducibility, even down to 5 pg/μl.

# Supplementary material for: Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq
**Source:** BMC Genomics. 2015 Feb 5;16(1):46. doi: 10.1186/s12864-014-1195-4
**Supplement:** Additional file 7: Figure S5. — Size distributions of amplified ChIP-DNA libraries. Libraries assessed by Bioanalyzer analysis. Detailed description is provided within the file.

Figure S5.

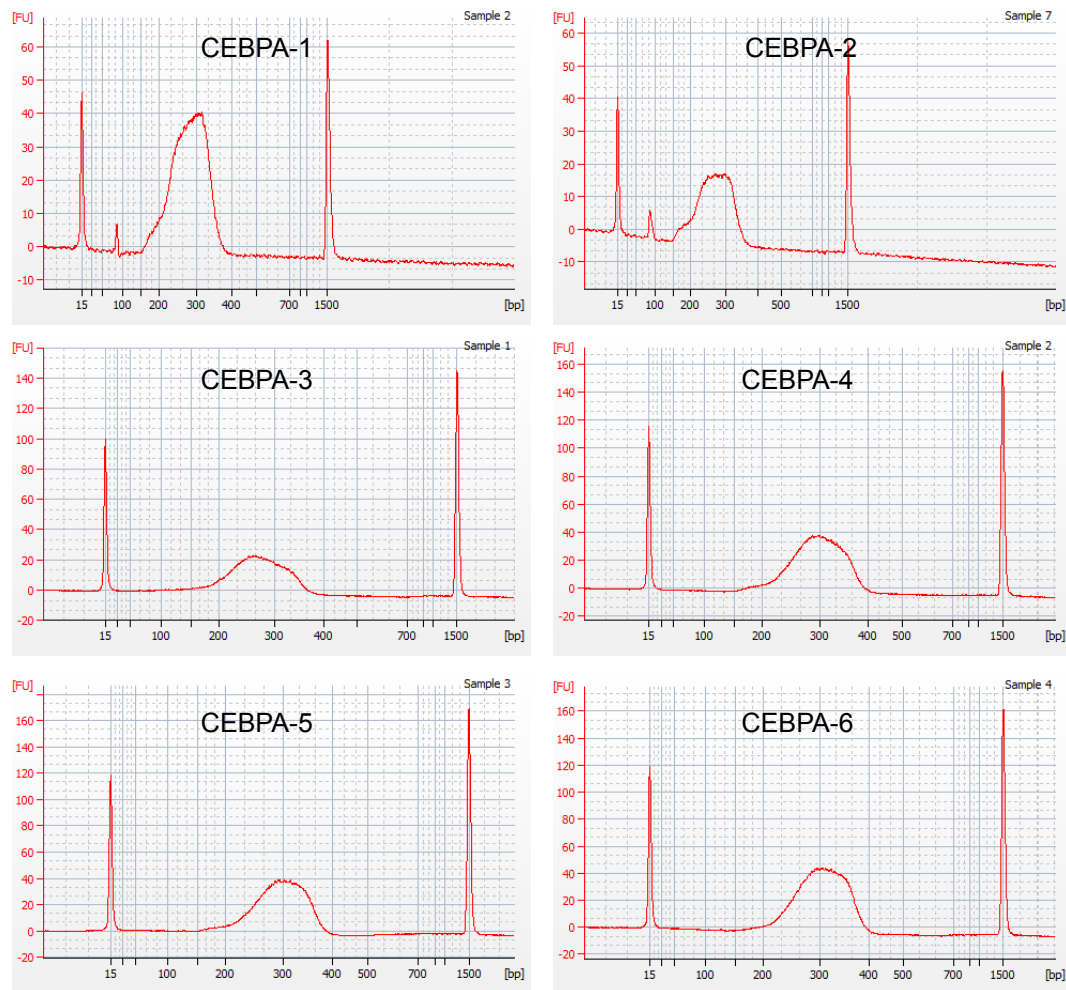

**Figure S5 Size distributions of amplified ChIP-DNA libraries.** 1/2 dilutions of CEBPA-1 and -2 libraries (two upper panels) and 1/5 dilutions of CEBPA-3 through -6 libraries (four lower panels) inspected by the Agilent Bioanalyzer DNA 1000 assay .

# Supplementary material for: Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq
**Source:** BMC Genomics. 2015 Feb 5;16(1):46. doi: 10.1186/s12864-014-1195-4
**Supplement:** Additional file 9: Figure S6. — Validation of sonicated input chromatin size distribution from limited cell numbers. Detailed description is provided within the file.

Figure S6.

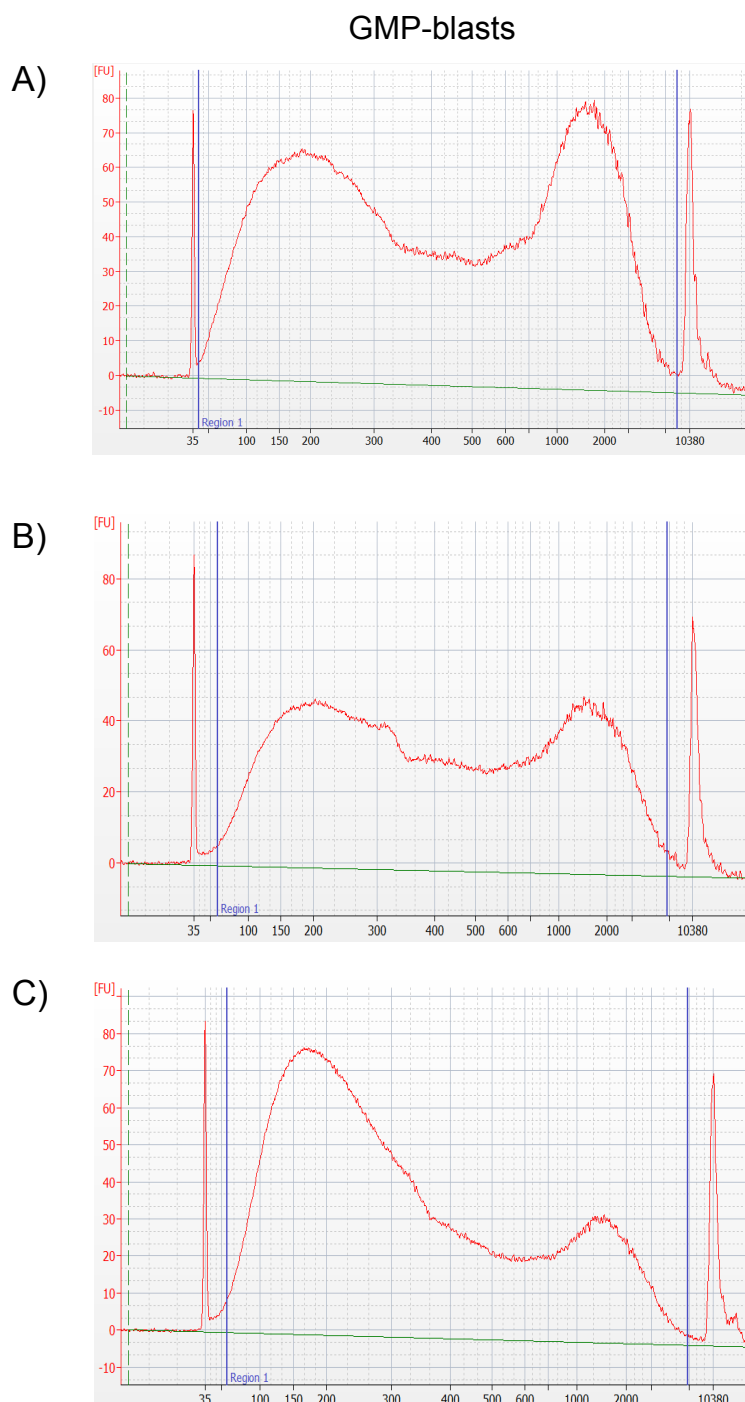

**Figure S6 Validation of sonicated input chromatin size distribution from limited cell numbers.** (A) 10,000 cells (B) 50,000 cells. (C) 125,000 cells. All sonicated in 0.5 ml siliconized tubes with 0.5 ml tube adaptor and resulting isolated DNA sizes inspected by the Agilent Bioanalyzer DNA high sensitivity assay (all diluted to ca. 2 ng/ $\mu$ l).

# Supplementary material for: Amplification of pico-scale DNA mediated by bacterial carrier DNA for small-cell-number transcription factor ChIP-seq
**Source:** BMC Genomics. 2015 Feb 5;16(1):46. doi: 10.1186/s12864-014-1195-4
**Supplement:** Additional file 13: — Additional references. This is a list of references used in additional methods and protocols.

## Additional File\_13

### Additional References

1. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, et al: **Bioconductor: open software development for computational biology and bioinformatics.** *Genome Biol* 2004, **5**:R80.
2. Karolchik D, Barber GP, Casper J, Clawson H, Cline MS, Diekhans M, Dreszer TR, Fujita PA, Guruvadoo L, Haeussler M, et al: **The UCSC Genome Browser database: 2014 update.** *Nucleic Acids Res* 2014, **42**:D764-770.
3. Pruitt KD, Tatusova T, Maglott DR: **NCBI Reference Sequence (RefSeq): a curated non-redundant sequence database of genomes, transcripts and proteins.** *Nucleic Acids Res* 2005, **33**:D501-504.
4. Quinlan AR, Hall IM: **BEDTools: a flexible suite of utilities for comparing genomic features.** *Bioinformatics* 2010, **26**:841-842.
5. Kirstetter P, Schuster MB, Bereshchenko O, Moore S, Dvinge H, Kurz E, Theilgaard-Monch K, Mansson R, Pedersen TA, Pabst T, et al: **Modeling of C/EBPalpha mutant acute myeloid leukemia reveals a common expression signature of committed myeloid leukemia-initiating cells.** *Cancer Cell* 2008, **13**:299-310.
6. Bailey TL, Elkan C: **Fitting a mixture model by expectation maximization to discover motifs in biopolymers.** *Proc Int Conf Intell Syst Mol Biol* 1994, **2**:28-36.
7. Grant CE, Bailey TL, Noble WS: **FIMO: scanning for occurrences of a given motif.** *Bioinformatics* 2011, **27**:1017-1018.
8. Pollard KS, Hubisz MJ, Rosenbloom KR, Siepel A: **Detection of nonneutral substitution rates on mammalian phylogenies.** *Genome Res* 2010, **20**:110-121.
9. Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, Zahler AM, Haussler D: **The human genome browser at UCSC.** *Genome Res* 2002, **12**:996-1006.
10. Mendoza-Parra MA, Van Gool W, Mohamed Saleem MA, Ceschin DG, Gronemeyer H: **A quality control system for profiles obtained by ChIP sequencing.** *Nucleic Acids Res* 2013, **41**:e196.
11. Langmead B, Salzberg SL: **Fast gapped-read alignment with Bowtie 2.** *Nat Methods* 2012, **9**:357-359.
12. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, Genome Project Data Processing S: **The Sequence Alignment/Map format and SAMtools.** *Bioinformatics* 2009, **25**:2078-2079.
13. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS: **Model-based analysis of ChIP-Seq (MACS).** *Genome Biol* 2008, **9**:R137.
14. Bardet AF, He Q, Zeitlinger J, Stark A: **A computational pipeline for comparative ChIP-seq analyses.** *Nat Protoc* 2012, **7**:45-61.

How the deposited data were processed for this re-analysis (not part of the article)

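The processed data used here belong to the CEBPA-1 library, a CEBPA ChIP-seq library from 250000 GMP-blasts with 300 pg ChIP DNA and 1700 pg bacterial carrier. Of the 12 libraries in the study, this is the 1 library whose peaks were analysed. The other CEBPA libraries, the libraries from 10000 cells, the histone mark libraries and the hepatocyte data were not analysed here.

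The authors mapped single-end reads to mm9 with Bowtie for unique mapping, called peaks with MACS2 against an IgG mock ChIP-seq data set, kept the peaks past the fold and q-value cut-offs of the Methods, and deposited the start and end of each peak in bp. The deposited list has no score, fold, p-value or q-value per peak. The paper's Table S1 gives 9260778 mapped reads for this library, and the number of reads in a peak is not known. The authors also deposited regions of 500 bp to each side of the TSS of the longest isoform of RefSeq coding genes, without gene names or strand. The values in both lists are positions, so no normalization applies to them.

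Peaks were compared with the TSS regions in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The tests of the share of peaks at a TSS, of the share of TSS regions with a peak and of the median distance to a TSS are one-sided permutation tests. In each of 100000 rotations (10000 for each alternative), all peaks of a chromosome were moved together by a random offset along the span covered by its peaks and TSS regions. Widths were compared by a two-sided permutation test of the peak labels with 100000 resamples. The clustering of peaks was compared with 10000 uniform placements. Shares are given with 95% Wilson intervals, which cover counting error only. All peaks come from 1 library, so the tests describe the peaks of this library and none of the values has a replicate error.

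TSS regions were named by the nearest transcript start of GENCODE vM1 (annotation of the same assembly) within 500 bp, with coding genes first and other transcripts for the regions left over. The other transcripts were added after the results had been seen, because *Gfi1*, a gene of the myeloid list with a peak within 10 kb, has no coding transcript in the annotation. This named 21998 regions, or 94.3%, from 21177 genes. Older gene symbols were matched through a RefSeq gene table of GRCm38.p6, from which only names were taken. The genes reported are those that the paper names and the 3 genes with the most peak midpoints within 50 kb of the TSS, each more than 100 kb from the others, a rule set before the data were examined. Distances at the myeloid genes of Fig. 3C and at the genes of Fig. 5A were compared with 10000 random lists of as many named genes (one-sided). The medians and tests of these lists and the values of a pair of named genes are not reported here. Lists of 18 myeloid, 19 liver and 10 lymphoid genes, written before the data were examined and without the genes of Fig. 3C, were compared by two-sided Fisher's exact tests on the number of genes with a peak midpoint within 10 kb of the TSS. A further myeloid gene of the list had no TSS region under its name, and *Elane* was left out as a gene of Fig. 3C.

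Motifs were counted in the mm9 sequence on both strands, in 200 bp around the peak midpoint and in control regions of the same size 2000 bp away, and compared by one-sided Fisher's exact tests. Words of 8 bp were ranked by their excess in peaks over controls. This ranking replaces the MEME search of the paper, which used peak summits. Peaks were assigned to genomic classes by their midpoint, with 200 rotations for comparison. The definition of 5' proximal positions is the 500 bp to each side of the TSS used for the TSS regions, as the paper's text does not name one. The paper refers to its Additional file 6 for the position annotation of peaks, which was not used here and may hold the definition. Primers of Table S3 were located by exact matches. Similar sequences were searched with blastn 2.17.0+ and counted from 50 bp and 96% identity.

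The scripts were tested on simulated data. Of 4000 simulated peaks, 5.0% and 20.0% were planted at a TSS, and 5.59% and 19.1% were recovered (permutation p = 0.0005 for both, the smallest p that 2000 rotations can give). A simulated list with 0 planted peaks gave 0.544% and permutation p = 0.002. The test was therefore run on 200 further lists with nothing planted, of which 3.0%, 3.0% and 5.0% had p under 0.05 for the share of peaks, the share of TSS regions and the distance. Peaks of these lists were placed uniformly, without the clustering of the real list, so calibration for clustered peaks was not tested. In 5000 simulated regions with a word planted in 5.0% and 20.0% of them, 4.76% and 20.0% were recovered, and the planted word ranked first both times.

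The alternatives tried were the overlap rule, the size and merging of TSS regions, peaks at or above the median width in place of a stricter score, autosomes only, uniform placement, the distances used for clustering and gene lists, the size and side of the motif regions, another form of the motif, and definitions of the genomic classes.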

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

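The tests in this part were set before their own results were seen, although the word AGGAAGT was chosen from a ranking of words in the same peaks, and its share in peaks with the motif was set against the control regions only after both values had been seen. The counting of similar Y peaks as 1 sequence was also added after the result was seen.

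CEBPA-1 peaks appeared on the Y chromosome, which the paper does not discuss and which cells of the female donor embryos it describes would lack. The deposited sample labels give another origin of the cells, floxed p30 mice with Mx-cre, and no sex, so the sex of the donors rests on the paper's Methods alone. There were 6 Y peaks, or 0.286 per TSS region, against 0.727 to 1.63 on the autosomes. Background regions without the motif are argued against, since all 6 held TTNCNCAA within 100 bp of the midpoint. The 6 are not independent, as 4 of them resemble one another in sequence (blastn E-value up to 0.001). With these counted once, 3 sequences remain, and at the share of the control regions the chance that all 3 hold the motif is 0.0012. The control regions were not chosen to be repeated sequence. This chance therefore cannot argue against background at repeats that carry the motif. Reads from a similar sequence elsewhere in the genome remain a candidate source for most of these peaks. Of the length of the 6 peaks, 86.3% has a match of at least 50 bp and 96% identity elsewhere, and 5 of the peaks are matched over their whole length. In 200 autosomal peaks drawn at random, 3.81% of the length is matched. The peak from 2611661 to 2611836 has no such match, so this source could account for 5 of the peaks only. Male cells, from donors or transplant recipients, also stay open, as the sex of neither was tested. No biological explanation was tested.

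The word AGGAAGT, which the paper does not report, occurred in 14.8% of the CEBPA-1 peaks (95% Wilson interval 14.4% to 15.2%) and in 4.84% of the control regions (4.59% to 5.11%), a ratio of 3.05. It was noticed among the 8-bp words ranked by their excess, where ACTTCCTC stood at place 7 with 5.63% of the peaks and 1.26% of the controls. The base composition of the peaks is argued against, as the same letters reversed, TGAAGGA, had a ratio of 0.946. A binding site that stands in place of the CEBPA motif is argued against as the whole source, because the word was also found in 14.7% of the peaks with TTNCNCAA, far above the control regions. Over all peaks the ratio of peaks with the motif to peaks without was 0.99 (two-sided Fisher's exact test, p = 0.745). The word was found in 8.13% of peaks at a TSS with the motif and 6.62% of those without (two-sided Fisher's exact test, p = 0.126), and in 15.3% and 17.1% of the other peaks (p = 0.00036, same exact test). A replacement in a small part of the peaks away from a TSS stays open, and whether the 2 kinds of peak differ in this was not tested. A protein that binds the word was not tested, and the design has no second condition that would allow such a test.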

How the results depend on the processing

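The alternatives for the genomic classes and the reversed motif were chosen after the data were examined, and all others before. No paired analysis was possible because the peak list comes from 1 library.

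Of 51 alternatives set beforehand, 34 concern 7 results that have a test and could change a value, leaving out the gene lists of Fig. 3C and Fig. 5A, whose tests are not reported here. All 34 kept the direction of the result. In 28 of them the p is 0.0001, the smallest that the permutation test can give, so it cannot show a change in strength, and the size of the values is given instead. The share of peaks at a TSS ranged from 14.5% to 32.5% over its 9 alternatives and was 3.82 to 18.7 times the mean of the random placements. The share of TSS regions with a peak ranged from 13.9% to 31.2%, and the median distance to a TSS from 11521 to 15939 bp. The log2 difference in width between peaks at a TSS and other peaks ranged from 0.34 to 0.52. The difference between the myeloid and liver gene lists was 47.4 to 67.5 percentage points, with p from 4.73e-05 to 0.00113 in Fisher's exact test. Of the 51 alternatives, another 4 merged overlapping peaks. As no peaks overlap, these could not change a value and say nothing about stability.

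The other 3 changes among the alternatives set beforehand were these. Keeping peaks at or above the median width left 12925 of 25713 peaks by construction. With the same peaks the nearest peak to *Alb* was 229062 instead of 96136 bp away, since fewer peaks were searched. Counted per Mb, peaks on the X chromosome had a ratio to the autosomal median of 0.313 instead of 0.429 per TSS region, and the cause was not tested.

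The genomic classes moved by construction when their definitions did. With 1000 bp to each side of the TSS, 19.45% of the peaks were 5' proximal, 2.66% exonic, 34.9% intronic, 2.62% 3' proximal and 40.4% intergenic. With 2500 bp these shares were 26.04%, 2.26%, 31.5%, 2.28% and 37.95%. With all annotated transcripts, 3.64% were exonic, 39.0% intronic, 3.555% 3' proximal and 39.3% intergenic. When a peak counted as exonic on overlapping an exon by at least 1 bp, 5.655% were exonic and 35.2% intronic. The intronic share, above the highest of 200 rotations with the main definitions (37.3%), lay below the lowest with 2500 bp (32.8%) and within the range of the rotations for the other 3 definitions. The reversed motif AACNCNTT was in 8.26% of the peaks and 9.05% of the control regions, the opposite direction to TTNCNCAA. It serves as a control for base composition, not as another form of the motif.

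The list holds only peaks past the authors' cut-offs and has no read counts. A gene without a peak, such as *Cps1*, may therefore have weaker binding that the list cannot show. Among peaks at or above the median width, the nearest peak moved to 229062 bp from *Alb*, and at *Csf2* from 12634 to 98565 bp.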

Differences from the paper's values

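The share of CEBPA-1 peaks in exons was 3.23%, and the paper's value is about 8% in Fig. 3B, read by eye. None of the alternatives set before the data were examined concerned this share. Of those added after, the share was 2.66% and 2.26% with larger 5' proximal regions and 3.64% with all annotated transcripts, and none of these closed the gap. When a peak counted as exonic on overlapping an exon by at least 1 bp, a setting chosen after seeing the values, the share was 5.655%, within 1.5 times the paper's value.

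The other shares of Fig. 3B were within 1.5 times the paper's under the definitions used, at 14.5% 5' proximal (the paper's about 15%), 37.4% intronic (the paper's about 41%), 2.82% 3' proximal (the paper's about 2%) and 42.0% intergenic (the paper's about 35%). The number of peaks in the list was 25713, and the paper's text gives 26713.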

Other observations

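The test of whether the list is sorted by width was chosen after the result was seen, and the other tests in this part were set before theirs.

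CEBPA-1 peaks were sparser on the X chromosome. It held 526 peaks, or 0.51 per TSS region, against 0.727 to 1.63 on the 19 autosomes (median 1.19), a ratio of 0.429. A lower number of motifs on X is argued against, because X had 4.37 peaks per 1000 occurrences of TTNCNCAA and the autosomes 11.5 to 25.8. The deficit was not limited to distal peaks. Its ratio to the autosomal median was 0.583 for peaks at a TSS and 0.399 for the other peaks, and X was below all 19 autosomes in both. Unique mapping is argued against as the whole cause. Of 1000 sequences of 50 bp drawn per chromosome, 76.9% occurred once in the genome on X and 82.6% to 92.8% on the autosomes, a ratio of 0.848, so it may account for a small part. The number of X chromosomes in the cells and X inactivation stay open, as neither was tested, and no input library was analysed here.

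The order of the peak list carried information although the list has no score. Median width rose from 177 bp in the first 10% of the list to 365 bp in the last 10%. The list is not sorted by width itself, since the rank correlation across peaks (which are not independent replicates) was 0.474. The share of peaks with TTNCNCAA rose from 27.4% in the first 10% to 52.5% in the last 10%. In each of 4 groups of like width, it was higher in the last 50% of the list than in the first 50%, at 46.8% and 34.6% among the narrowest peaks and 35.5% and 18.3% among the widest (two-sided Fisher's exact test, p from 1.16e-46 to 2.93e-14). A candidate explanation is that the list is sorted by a measure of peak strength from weak to strong, which the list does not name. No biological explanation was tested.

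The excess of TTNCNCAA in the peaks is not explained by their base composition, since the reversed motif had a ratio of peaks to controls of 0.914 where the motif had 3.62.

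Peaks at a TSS held TTNCNCAA less often than other peaks, with a ratio of 0.46 (two-sided Fisher's exact test, p = 6.51e-186). The motif is rarer around a TSS in general, which may account for part of this. In the 18905 TSS regions without a peak, the central 200 bp held it in 6.36% of cases and sequence 2000 bp away in 10.95%, a ratio of 0.581. Peaks at a TSS held the motif 3.06 times as often as TSS regions without a peak. The other peaks held it 3.98 times as often as their own control regions (10.64%). A difference between the 2 kinds of peak therefore remained within the 200 bp searched. Peaks at a TSS were wider, with median widths of 352 and 245 bp, so these 200 bp cover a smaller part of them. Whether this accounts for the remaining difference was not tested. The position of peaks at a TSS in the list is argued against, as they held the motif less often in 10 of 10 equal sections of the list, with ratios from 0.309 to 0.638. Binding through other proteins at a TSS was not tested.

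The spacing of genes, together with the nearness of peaks to a TSS, may account for much of the clustering of the peaks. The comparison below keeps both, so it cannot tell them apart. Its TSS regions were drawn over all chromosomes, so the number of peaks per chromosome was not kept. When peaks were placed at the same distances from randomly drawn TSS regions, 45.1% had a neighbour within 10 kb, which is 90.0% of the excess of the observed 48.0% over uniform placement. It is argued against as the whole cause, since 10000 such placements never exceeded 46.5% (one-sided permutation test, p = 0.0001, the smallest it can give). The 3 genes with the most peak midpoints within 50 kb of the TSS were *Hist1h2af* with 18, *B3gnt2* with 17 and *Klrb1b* with 14.

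The contrast of Fig. 3C was extended, as a hypothesis of this work, to lists of other genes. A peak midpoint lay within 10 kb of the TSS for 15 of 18 myeloid genes (83.3%, 95% Wilson interval 60.8% to 94.2%) and 3 of 19 liver genes (15.8%, 5.52% to 37.6%; two-sided Fisher's exact test, p = 5.48e-05). It did so for 2 of 10 lymphoid genes (20.0%; p = 0.00326 against the myeloid genes in the same exact test) and for 39.8% of all 21177 named genes. The contrast with the lymphoid genes depended on the distance. Within 2.5 kb it was present (0 of 10 lymphoid genes, p = 0.000883 in the same exact test), but within 50 kb 9 of 10 lymphoid and 18 of 18 myeloid genes had a peak midpoint (two-sided Fisher's exact test, p = 0.357). The liver genes with a peak were *Apoa2*, *Fgb* and *F9*, the last with a midpoint 50 bp from the TSS. Motif density is argued against for the liver contrast, since the liver genes had a median of 14 occurrences of TTNCNCAA within 10 kb of the TSS and the myeloid genes 12. The lymphoid genes had 9, so for the lymphoid contrast it stays open. The result is consistent with binding at genes of the myeloid lineage, the lineage of the cells studied. The expression of the listed genes in these cells was not tested, no gene is in more than 1 list, and genes are not replicates.

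Among the histone mark amplicons and genes named in the paper, the TSS regions of *Jun* and *Smc4* overlapped a CEBPA-1 peak, with midpoints 145 and 35 bp from the TSS, although the peaks missed the amplicons by 0.664 and 0.252 kb. *Bcar1* had no peak within 50 kb of its TSS.

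The paper's Table S1 gives predicted numbers of mapped reads, which it bases on a mappability of 70% and the ratio of ChIP DNA to bacterial carrier. Of the 8 libraries with carrier, 6 have a prediction that equals 70% of the reads times ChIP DNA over carrier, and 2, those from 10000 cells, a prediction with ChIP DNA over total DNA. By the paper's own values, mapped over predicted reads was 1.42 for CEBPA-1, 1.59 for CEBPA-2, between 0.565 and 0.649 for CEBPA-3 to CEBPA-6, 0.693 for H3K4me3-10K and 0.332 for CEBPA-10K. The last ratio is uncertain, as the paper's text gives less ChIP DNA for the 10000-cell ChIP, and its Table S2 more reads for CEBPA-10K, than Table S1. With ChIP DNA over total DNA for all, the ratio for CEBPA-1 was 1.67 and for CEBPA-2 1.87, further from the prediction. For CEBPA-3 to CEBPA-6 it was between 0.642 and 0.721, nearer to the prediction. In CEBPA-1 and CEBPA-2 the paper's share of mapped reads, 17.5% and 19.6%, exceeded the share of ChIP DNA in the library, 15.0%.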
